# Altered brain vascularization and transcriptional changes in embryos lacking ABCA1 support a role of cholesterol in brain angiogenesis

**DOI:** 10.3389/fcell.2026.1783696

**Published:** 2026-04-22

**Authors:** Brenda Becerra, Oriana Ramírez-Herrera, Javiera Barrios, Josefina Madrid, Susan Calfunao, Fujiko Saavedra, Patricia Romo-Toledo, Jesús Juárez-Balarezo, Ignacio Casanova-Maldonado, Thomas Arnold, Verónica Palma, Dolores Busso, Nicolas Santander

**Keywords:** ABCA1, angiogenesis, blood-brain barrier, brain, cholesterol

## Abstract

**Introduction:**

Lipoproteins are the main lipid carriers in extracellular fluids and mediate the exchange of hydrophobic molecules between cells and their environment in animals, including cholesterol. Lipoprotein metabolism has been implicated in the regulation of angiogenesis, suggesting that cholesterol is important for this process, but a direct role for this lipid has not been unequivocally demonstrated, particularly in the central nervous system (CNS).

**Methods:**

Here, we used genetic and pharmacological models to address this issue in different models of CNS angiogenesis.

**Results:**

We show that inactivation of ABCA1, one of the main cholesterol efflux pumps, leads to altered brain vascularization and a longer angiogenic window, while inactivation of the bidirectional cholesterol transporter SR-B1 has no effect. These functional changes are accompanied by consistent transcriptomic changes in genes involved in cholesterol synthesis and angiogenesis. In support of the role of cholesterol, experimental reduction of this lipid in cultured brain endothelial cells leads to a transcriptomic signature showing the opposite direction in those genes.

**Discussion:**

These studies support a role for ABCA1 and cholesterol in regulating a trascriptional program governing angiogenesis in the brain.

## 1 Introduction

Tissue vascularization is an absolute requirement for homeostatic function. This process occurs during development and is remarkably tissue-specific, wherein blood vessels from different organs contain endothelial cells with different properties and regulated by distinct signaling pathways (Barnett et al., 2024). Particularly, in the central nervous system (CNS) endothelial cells grow in response to specific signals (WNT/β-catenin and TGFβ (Daneman et al., 2009; Arnold et al., 2014)) in addition to classical cues, such as VEGF. In the developing brain, these signals produce sprouting from preformed vessels in a perineural plexus, which grow towards the ventricles to form a periventricular plexus in a sex-independent manner (Vasudevan and Bhide, 2008; Collignon et al., 2024). Vascular sprouting in the CNS has been extensively studied in the mouse retina; it involves specification of tip cells that extend filopodia to interact with other endothelial cells and to form new vessels in the developing plexus. Concomitantly, lagging blood vessels are stabilized by pericytes and tight junctions between endothelial cells, forming the blood-brain barrier (BBB). However, angiogenesis and BBB formation can be genetically separated: inactivation of cellular junction proteins or transporters can lead to impaired barrier with normal vessel morphogenesis, or a normal BBB with vascular malformations (Nitta et al., 2003; Santander et al., 2020).

In parallel to common signals, endothelial cell metabolism controls angiogenesis. It has been hypothesized that this effect occurs through providing appropriate anabolism and/or by the production of regulatory metabolites (Li et al., 2019). Evidence from two research groups implicates lipoprotein metabolism as a metabolic regulator of angiogenesis in zebrafish and the mouse retina (Avraham-Davidi et al., 2012; Fang et al., 2013; Mao et al., 2017). Lipoproteins are specialized structures to transport hydrophobic lipids in the bloodstream and the interstitial fluid: they contain anchor proteins that interact with cognate receptors in the cell surface, allowing uptake of lipids into the cell by endocytosis or by direct transport. Cholesterol is transported into and from the plasma membrane by these mechanisms and, therefore, at least part of the effect of lipoproteins on angiogenesis has been attributed to modulation of cellular cholesterol. In addition, lipoproteins can also induce activation of multiple signaling pathways directly by binding to their cellular receptors, especially in endothelial cells (Robert et al., 2021). The potential direct role of cholesterol in the regulation of angiogenesis in the CNS therefore remains an outstanding question. Answering this question could be relevant for the prevention of developmental vascular disorders and the management of adult cerebrovascular diseases, such as germinal matrix hemorrhage and stroke, respectively.

In this study, we have addressed this issue using genetic, biochemical, and pharmacologic interventions *in vitro* and *in vivo*. We found that lipoprotein receptors are differentially expressed during developmental brain angiogenesis in endothelial cells. Inactivation of Abca1, a cholesterol exporter and the gene mutated in Tangier disease, was associated with delayed formation of the characteristic vascular network in the brain. We defined the molecular signature associated with this vascular phenotype and found that it aligns with the molecular changes observed in cultured brain endothelial cells with experimental cholesterol reduction. These studies suggest a role of lipid metabolism in regulating key processes of CNS angiogenesis.

## 2 Methods

### 2.1 Mice

Animal procedures were conducted in accordance with the Guidelines of the AVMA and was approved by the IACUCs at Universidad de O’Higgins and Universidad de los Andes.

Mice carrying a null mutation in the Scarb1 gene (B6; 129S2-Scarb1tm1Kri/J) were maintained in a mixed C57Bl6/J × 129 background. ABCA1 KO mice in the DBA background were originally generated by Dr. Omar Francone (Homology Medicines, Inc., Bedford, MA, US) (McNeish et al., 2000) and are currently maintained at Dr. Dolores Busso’s lab. Wild-type C57Bl6/J mice for pharmacological studies were purchased from the Chilean Public Health Institute.

Mutant mice lines were maintained in the animal facility at Universidad de los Andes, while C57Bl6/J mice were housed in the animal facility at Universidad de O’Higgins under controlled light and temperature conditions with *ad libitum* food and water. Females (2–4 months old) were caged together with males (2–6 months old) and the presence of a vaginal plug was checked daily in the morning, designated that day as embryonic day 0.5 (E0.5).

To study the effect of mutations during intrauterine development, we crossed heterozygous mice to produce wild-type and mutant embryos under the same maternal conditions. Fetuses were recovered at E14.5 or E18.5. Pregnant dams were deeply anesthetized with ketamine and xylazine i.p., (0.18 mg: 0.012 mg per gram of body weight), and uterine horns were excised to dissect fetuses free of extraembryonic membranes. Fetuses were genotyped individually as described elsewhere (Quiroz et al., 2020).

Adult brains were obtained from 4-months-old male mice from each experimental group. Animals were deeply anesthetized as described above and whole brains were collected after transcardial perfusion with 10 mL PBS to remove blood.

### 2.2 Chicken chorioallantoic membranes

All procedures complied with Chilean regulations and were approved by the Institutional Animal Care and Use Committee (CICUA) of the University of Chile. We employed the chicken chorioallantoic membrane (CAM) model, with minor modifications from a previously described protocol (Casas et al., 2018). Fertilized broiler chicken eggs (Agrícola Chorombo S.A., Chile) were incubated at 38.5 °C with constant 75% humidity at the dependencies of Universidad de Chile. On embryonic day 2 (E2), 3 mL of albumin was extracted from each egg. At E4, a window was opened in the eggshell to expose the CAM. On E8, 20 µL of the assigned treatment (PBS or 20 mM methyl-β-cyclodextrin in PBS) were applied directly onto the CAM surface, which was then covered with a 12 mm glass coverslip and incubated for 4 h. At the end of this acute exposure period, the CAM region beneath the coverslip was dissected, rinsed in ice-cold PBS, and flash-frozen in liquid nitrogen. Samples were stored at −80 °C until nucleic acids extraction.

### 2.3 Cell culture

bEnd.3 cells were purchased from American Type Culture Collection (ATCC) and were maintained according to the provider´s instructions. Cells were grown in Dulbecco´s Modified Eagle Medium (DMEM) supplemented with 5% Fetal Bovine Serum (FBS), 1X GlutaMAX (Thermo), and 1% Penicillin-Streptomycin mixture (Thermo). For experiments, cells were seeded in 6-well plates and assays were performed in technical triplicates on three separate days.

On the day of the experiment, cells were washed 3 times with DMEM without FBS and then incubated for 7 h with 1 mM methyl-β-cyclodextrin (CD) in culture medium without FBS, or culture medium without FBS alone. Since CD was readily dissolved in medium, vehicle was medium alone.

For sequencing, cells were harvested directly with lysis buffer from the kit PureLink RNA Micro (Thermo). RNA was purified following manufacturer´s instructions.

### 2.4 Tissue processing

Heads and brains were fixed in 4% paraformaldehyde (PFA), washed 3 times in PBS, and cryoprotected in 30% sucrose. Heads from E14.5 fetuses were embedded whole in OCT, while E18.5 brains were dissected free from the head after cryoprotection. We obtained 20 μm coronal sections from E14.5 heads, and E18.5 and adult brains.

Vascular fragments were isolated as previously described (Santander and Arnold, 2021). Briefly, brains from E18.5 fetuses were quickly dissected and lightly disrupted in PBS. After centrifugation at 4,000 g for 20 min at 4 °C, the supernatant was discarded and the pellet was resuspended in 18% dextran 70 kDa in PBS. Samples were centrifuged at 4,000 g for 20 min at room temperature and the pelleted vascular fraction was kept at −80 °C until RNA extraction.

### 2.5 Immunofluorescence

Tissue cryosections (20 μm) were blocked and permeabilized with blocking buffer (5% normal donkey serum, 1% bovine serum albumin, 0.1% Triton X-100 in PBS) for 2 h at room temperature and immediately incubated with primary antibodies overnight at 4 °C. After 3 washes in 0.1% Tween 20 in PBS, sections were incubated with secondary antibodies (1:330) for 2 h at room temperature, washed 3 times again, and mounted with Fluoromount. Primary antibodies used and their concentrations are as follow: anti-PECAM1 1:300 (RnD AF3628), anti-CLDN5 1:200 (CST 49564S), anti-AQP4 1:300 (CST 59678S), anti-phosphoH3 1:200 (CST 9701S). Secondary antibodies raised in donkey were: anti-rabbit IgG (Thermo A-21206), anti-goat IgG (Thermo A-21432). Exogenous sulfo-NHS-biotin was detected with Streptavidin coupled to Alexa 647 (Thermo S21374).

### 2.6 Image analysis

Images were acquired using a Zeiss Axio Observer A1 inverted epifluorescence microscope. In fetal sections, we imaged and quantified one whole hemisphere section. In adult sections, we imaged four fields each from the cortex and striatum across two sections per animal. PECAM1+ blood vessels were manually traced to measure vascular area. Data are expressed as absolute area, as the total area was equal for all adult samples.

To quantify filopodia, four 40X images were randomly taken from the pallium and subpallium, along the ventricular zone where filopodia are much more abundant. Number of filopodia per vascular area (Filopodia density) was determined in all images. For E18.5, we only determined the number of isolated vessels extending filopodia, since control animals have almost none.

### 2.7 Cholesterol measurement

Cell pellets were lysed in T-Per buffer (Thermo) and extracted in 2:1 chloroform:methanol. The organic phase was allowed to evaporate and cholesterol was determined with the Amplex Red Cholesterol Assay kit (Thermo), following manufacturer´s instructions. An aliquot of the lysate was used to determine total protein content with the bicinchoninic acid method.

### 2.8 RNA sequencing

Total RNA was extracted from vascular fragments, cultured cells, or chicken CAMs with the PureLink micro RNA kit (Thermo), following manufacturer´s instructions. Libraries were constructed from SR-B1 mutant vascular fragments and cultured cells with the NEBNext Ultra II RNA Library Prep kit (New England Biolabs) and with the MGIEasy RNA Library Prep kit for vascular fragments from ABCA1 mutants and chicken CAMs. For the first set, sequencing was performed using a HiSeq4000 machine (Illumina), while the second set of samples were sequenced on a DNBSEQ-G400 (MGI). Both sequencing runs were done in 150 bp paired-end settings.

Raw reads were aligned to the mouse genome (GRCm39) or chicken genome (bGalGal1.mat.broiler.GRCg7b) using Rsubread and quantified with FeatureCounts. Differential expression analysis was performed with DESeq2, and genes were considered differentially expressed at FDR<0.1. Volcano plots were constructed with the EnhancedVolcano package. Enrichment analyses were done with PANTHER. Heatmaps show z-score and were made using the pheatmap package.

Datasets generated in this study (ABCA1, SR-B1, bEnd.3 CD cells, and chicken CAMs) were deposited in GEO GSE310310. Datasets obtained from the literature are as follows: the dataset containing brain endothelial cells during development is available in GEO GSE79306; the dataset of different brain cell-types is in GSE73721.

### 2.9 Statistical analyses

Researchers were not blinded to experimental groups. For fetuses, the number of samples corresponded to those coming from 3 different litters. Since heterozygous crosses can produce any number of wild-type and homozygous mutants, the final number was only pre-defined as at least 4, which is the necessary sample size to obtain 80% power to detect a 50% change in means with a standard deviation of 20% of the mean and at alpha = 0.05; these parameters were based on our previous studies of brain vascular morphology (Santander et al., 2020). In the case of sequencing experiments, we set the sample size to 3 for cost constraints. We used 3 samples per group from at least 2 litters for fetuses. For *in vitro* studies, we used samples from 3 different experiments (done on different days), with 3 technical replicates within each experiment.

Means of continuous data were compared with the t-test with Welch correction. Number of vessels with filopodia were compared with a generalized linear model assuming Poisson distribution and Wald´s test. Sequencing data were analyzed with DESeq2, which builds generalized linear models assuming a negative binomial distribution for each gene, followed by Wald´s test and Benjamini-Hochberg correction (FDR).

Graphs show mean and standard deviation along with individual data points. Exact p-values are reported for all comparisons. We considered p < 0.05 as statistically significant, while 0.05 < p < 0.07 was considered a trend based on size effect. Genes detected in sequencing experiments were considered differentially expressed at FDR<0.1.

## 3 Results

### 3.1 Expression of APOA1 binding partners correlates with developmental angiogenesis in the brain

Lipoprotein metabolism is an important regulator of angiogenesis in the zebrafish and the mouse retina by modulating cellular cholesterol (Avraham-Davidi et al., 2012; Fang et al., 2013; Mao et al., 2017), but its relevance in other angiogenic niches of the CNS has not been explored. Importantly, the role of lipoprotein receptors in brain vascularization might differ from the retina, since their developmental windows are non-overlapping, and the brain develops in a relatively hypoxic environment. To begin to address this question, we exploited published sequencing data (Hupe et al., 2017) to determine expression levels of all lipoprotein receptors in brain endothelial cells during brain vascularization in mice (Figure 1A). All receptors showed marked changes in expression along embryonic development and into adulthood. We noticed that Abca1, Lrp8, and Scarb1 were most highly expressed between E13 and E16, which is the angiogenic window in the fetal brain in mice (Figure 1A). Lrp8 (also known as APOER2) has pleiotropic effects given by its ability to modulate cell signaling, depending on the expression of each of multiple splicing variants (Passarella et al., 2022). Its role in brain development has been studied; it regulates neuron migration, at least in part by acting as a Reelin receptor. Since our focus was on the role of lipid metabolism, we did not study Lrp8 further. On the other hand, ABCA1 (coded by Abca1) and SR-B1 (coded by Scarb1) are the main APOA1 receptors and are known to mediate cholesterol transport between the plasma membrane and lipid-poor APOA1 or mature HDL, respectively (Rigotti et al., 2003; Wang and Tall, 2003). Mutations in Abca1 cause the rare genetic disorder Tangier disease (OMIM #205400) (Oram, 2000), characterized by very low HDL cholesterol, high risk of atherosclerosis, and peripheral neuropathy. Inactivation of the Abca1 in mice recapitulates all aspects of the human disease: they show extremely low plasma HDL cholesterol, and consequent multisystemic abnormalities (Christiansen-Weber et al., 2000; Timmins et al., 2005). In zebrafish, Abca1 was shown to interact genetically with Aibp to regulate angiogenesis in the trunk (Fang et al., 2013), but its role in mammalian CNS angiogenesis remains unclear, as is the case for SR-B1. Interestingly, both genes are highly expressed in endothelial cells in the adult brain, compared to most other cell types (Figure 1B; dataset from (Zhang et al., 2016)). We note that astrocytes also show high levels of Abca1 expression; however, the mouse brain lack mature asctrocytes during intrauterine development, but they play a regulatory role in brain and retinal angiogenesis after birth (Ma et al., 2012; Farhy-Tselnicker and Allen, 2018). These data suggest that these receptors might be involved in angiogenesis and/or vascular function in the brain.

**FIGURE 1:**
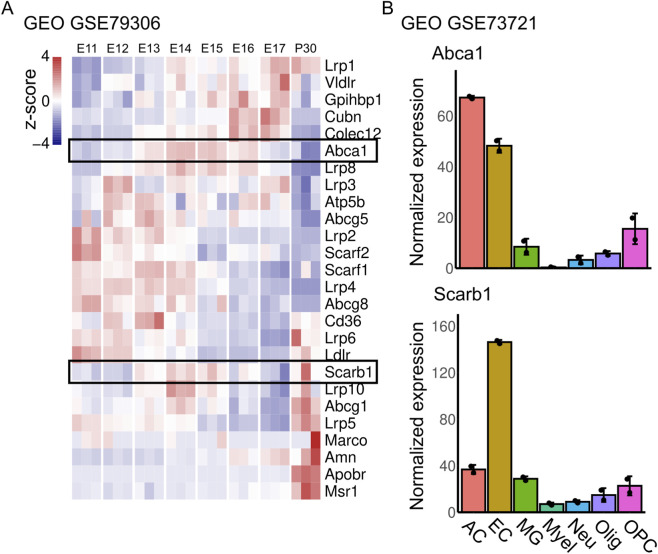
Developmental expression of lipoprotein receptors in brain endothelial cells. **(A)** Expression of all genes coding for proteins with apolipoprotein binding activity in endothelial cells from the brain during embryonic development and adulthood. **(B)** Expression of Abca1 and Scarb1 in different cell types in the adult mouse brain. AC: astrocytes, EC: endothelial cells, MG: microglia, Myel: myeloid cells, Neu: neurons, Olig: oligodendrocytes, OPC: oligodendrocyte progenitor cells.

### 3.2 ABCA1 deficiency is associated with vascular alterations in the brain

Tangier disease is a rare disorder of lipoprotein metabolism, wherein HDL are severely reduced leading to multiorgan dysfunction, and the development of associated pathologies, i.e., atherosclerosis (Oram, 2000). Despite the presence of peripheral neuropathies in Tangier disease, brain development has been poorly studied. Moreover, brain angiogenesis in models of the disease remain unexplored.

We explored the role of ABCA1 and SR-B1 in brain angiogenesis by analyzing brain vascularization at different developmental timepoints in control and knock-out mice. In the mouse, brain angiogenesis is maximal at E14.5 and declines rapidly, leading to vascular remodeling with almost non-existent tip cells by E18.5 (Arnold et al., 2014). In adult animals, no angiogenesis is normally observed outside of pathological conditions. We obtained fetal brains at E14.5 and E18.5, and adult brains at P120 to detect blood vessels and quantified vascular coverage and branching (see Methods).

In fetuses lacking Abca1 (ABCA1^−/−^), the area of the brain covered by blood vessels was normal at both E14.5 and E18.5, compared to control wild-type fetuses (ABCA1^+/+^) (Figures 2A–C). In contrast, adult ABCA1^−/−^ mice showed a trend to elevated vascular coverage in the cortex (p = 0.06; Figure 2D). This effect was not observed in the striatum (Figure 2D). Strikingly, the brain vasculature in ABCA1^−/−^ fetuses was less branched at E18.5 compared to ABCA1^+/+^ fetuses (Figure 2C). However, this phenotype was reverted by adulthood, when ABCA1^−/−^ mice had more branches than their control counterparts (Figure 2D). This phenotypic switch suggests that ABCA1 could have different functions along intrauterine and postnatal development. It is likely that ABCA1 in astrocytes modulates angiogenic remodelling during postnatal brain expansion, consistent with previous studies (Ma et al., 2012).

**FIGURE 2:**
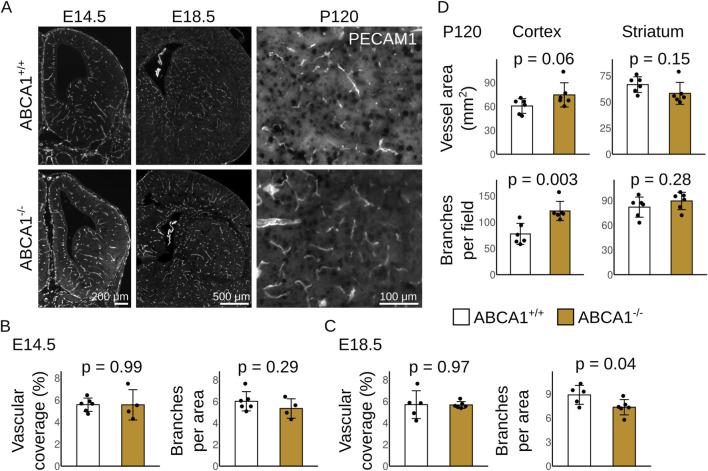
Alterations in the brain vasculature of fetuses lacking ABCA1. **(A)** Representative coronal sections of fetal brains obtained from ABCA1^+/+^ and ABCA1^−/−^ fetuses at E14.5, E18.5 and P120 and stained for PECAM1 to reveal blood vessels. Bars: 200 μm in E14.5; 500 μm in E18.5; 100 μm in P120. **(B–D)** Morphometric analyses in blood vessels at indicated developmental stages. N: E14.5 N = 6 ABCA1^+/+^ and 4 ABCA1^−/−^; E18.5 N = 6 per group; P120 N = 6 per group. Exact p-values are shown; t-test with Welch correction.

SR-B1, the protein product of the Scarb1 gene, is a multifunctional transporter that binds mature HDL and mediates the transfer of cholesterol and lipophilic vitamins between the lipoprotein and the membrane (Rigotti et al., 2003). It has been implicated in maintenance of BBB integrity after experimental stroke (Tran-Dinh et al., 2020) through an undescribed mechanism. We have described that a proportion of fetuses lacking SR-B1 (SR-B1^−/−^) develop exencephaly due to impaired vitamin E transport (Santander et al., 2013; 2017); we only analyzed grossly normal fetuses to avoid potential vascular malformations produced solely because of abnormal brain growth in exencephaly. Here, we observed normal vascular development in SR-B1−/− compared to controls (SR-B1^+/+^) (Figure 3A). We did not detect differences in vascular coverage or branching at E14.5, E18.5, or P120 in brains of SR-B1^−/−^ animals compared to controls (Figures 3B–D).

**FIGURE 3:**
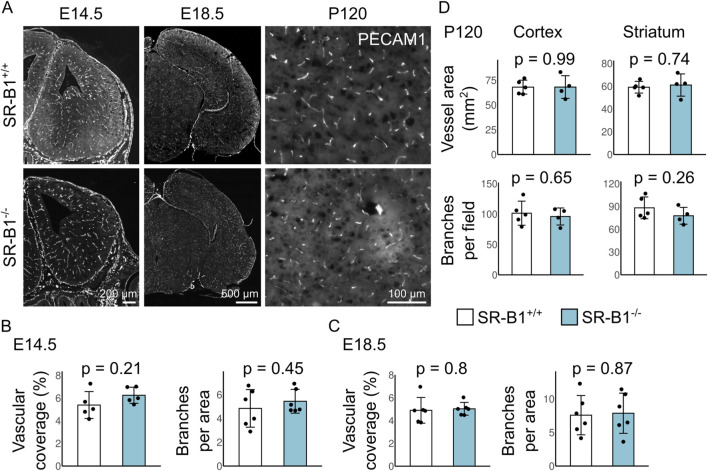
Brain vascular morphogenesis is normal in SR-B1 mutants. **(A)** Coronal sections from SR-B1^+/+^ and SR-B1^−/−^ fetal brains were stained to reveal PECAM1 at E14.5, E18.5 and P120. Bars: 200 μm in E14.5; 500 μm in E18.5; 100 μm in P120. **(B–D)** Analyses of morphometric parameters. N: E14.5 N = 5–6; E18.5 N = 6 per group; P120 N = 5 SR-B1^+/+^ and 4 SR-B1^−/−^. Differences were evaluated with t-test with Welch correction.

These studies indicate that ABCA1 -but not SR-B1- is important for developmental angiogenesis in the brain. Lack of ABCA1 produces a dynamic phenotype characterized by abnormal vascular growth in the cortex.

### 3.3 Lack of ABCA1 alters the transcriptome of brain blood vessels and changes their developmental dynamics

Brain angiogenesis is controlled by the complex interaction of multiple signaling pathways and metabolic cues, which are difficult to understand in isolation. In order to understand the landscape of changes associated with Abca1 inactivation in brain blood vessels during development, we isolated vascular fragments from the brain of ABCA1^−/−^ fetuses (and their controls) at E18.5 and used RNA sequencing to define their transcriptional profiles (Figure 4A). 

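Vascular fragments are short pieces of small vessels, pelleted through dextran from lightly disrupted brain tissue. RNA from the fragments of 3 ABCA1+/+ and 3 ABCA1-/- fetuses was sequenced, with libraries made with the MGIEasy kit and paired reads of 150 bp. The authors aligned the reads to the mouse genome GRCm39 with Rsubread, counted them on genes with featureCounts, and deposited the raw counts without normalization. Library totals ran from 10669376 to 44943328 counts (median 11015328) for ABCA1+/+ and from 12835358 to 21613835 counts (median 17779334) for ABCA1-/-. A single gene for ribosomal RNA, Rn18s-rs5, took between 11.1% and 27.2% of the counts of a library. For the values given here, library sizes were normalized by edgeR's TMM method, genes with low counts were removed with its filterByExpr function, and both genotypes were compared for 17815 genes with its quasi-likelihood test. Genes were called at a Benjamini-Hochberg adjusted p under 0.1, the threshold of the paper, and the paper's own tool, DESeq2, was run as an alternative. Values of single genes are CPM (counts scaled to the normalized library size) as mean ± SD of 3 libraries, and log2 fold changes are ABCA1-/- over ABCA1+/+. Exact permutation tests were two-sided, and with 3 fetuses against 3 the smallest p they can give is 0.1. Counts on Xist exceeded those on Y-linked genes in 1 of the 3 ABCA1+/+ libraries and in all 3 ABCA1-/- libraries, so sex was not balanced between the genotypes.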

Vascular fragments obtained by our protocol are enriched for endothelial cells and depleted of neural progenitors, but they are expected to contain some mural cells (Santander et al., 2020). Importantly, we did not detect major differences in the cellular composition of the preparations, by analyzing the expression of markers of each brain cell-type (Supplementary Table S1). In these samples, we detected 482 differentially expressed genes, most of which were downregulated in ABCA1^−/−^ brain vascular fragments (Figure 4B; Supplementary Table S2).

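Of the 9 markers in Supplementary Table S1, the 6 that are not pericyte markers had log2 fold changes between −0.17 (Pdgfra, adjusted p = 0.329) and 0.16 (Sox2, adjusted p = 0.370), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The other 4 of these 6, Nes, Tbr1, Sox9 and Cx3cr1, had adjusted p-values between 0.659 and 0.952 in that test, and the libraries of both genotypes overlapped for each of the 6 genes. Sox9 changed sign when the first ABCA1-/- library was left out (−0.093). Lists of marker genes of each cell type were tested with limma's camera test, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 16 lists. The median log2 fold change was −0.27 for 17 endothelial identity genes, of which 16 fell (camera adjusted p = 2.8e-05), −0.25 for 13 mural cell genes, all of which fell (4.8e-06), and −0.32 for 8 fibroblast genes, all of which fell (0.00350). Counts of called genes, all lower, were 7 endothelial, 5 mural and 6 fibroblast genes adjusted over the list alone, against 0, 1 and 0 adjusted over all genes, all by edgeR; DESeq2 called 1 fibroblast gene, Bgn (adjusted p = 0.0928). Without the first ABCA1+/+ library, the fibroblast median was −0.15 (camera adjusted p = 0.132). Medians of the neuron, neural progenitor and microglia lists were 0.10 (8 of 13 genes rose), 0.062 (7 of 10) and 0.13 (7 of 9), with camera adjusted p-values of 0.195, 0.423 and 0.195. The mean log2 CPM of the endothelial genes minus that of the neuron genes was −4.58 ± 0.101 (SD, n = 3) in ABCA1+/+ and −4.83 ± 0.139 (SD, n = 3) in ABCA1-/- fragments, with every ABCA1-/- library below every ABCA1+/+ library (exact permutation test, p = 0.1). In ABCA1+/+ fragments the 13 neuron genes summed to 5382 CPM and the 17 endothelial genes to 259 CPM, so much neural RNA was present. Values of single genes are those of the whole preparation and not of vessel cells alone. Of the 16 lists, 8 passed an adjusted p of 0.05 under camera, all of them lower in ABCA1-/-, and 0 passed it under fry or under camera with an estimated correlation.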

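Of the 17815 genes tested, 207 were differentially expressed, 89 higher and 118 lower in ABCA1-/- fragments, which makes 57.0% lower. DESeq2 called 487 genes, 101 higher and 386 lower (79.3% lower), and 154 genes were called by both tools. All 3 libraries of one genotype lay beyond all 3 of the other for 3135 genes (17.6%), where chance gives 10%, and 2321 genes had an unadjusted p under 0.05. Abca1 (ENSMUSG00000015243, chromosome 4 of GRCm39 from 53030787 to 53159900) was at 90.6 ± 4.26 CPM in ABCA1+/+ and 33.7 ± 2.32 CPM in ABCA1-/- fragments, a log2 fold change of −1.43 (SE 0.0682, adjusted p = 1.2e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After Abca1, the genes that fell most among those called whose libraries did not overlap were Slc6a2 (−0.81), Adgrl4 (−0.50), Npy (−0.48) and Mrc1 (−0.45). Those that rose most were Rpl31-ps11 (1.67), Gm4705 (1.31), Gm13339 (1.22), Hmgb1-ps1 (1.16) and Lrrc17 (1.07), and the first 4 of them had means between 0.782 and 3.46 CPM. The median absolute log2 fold change of the called genes was 0.33. Their number depended on single libraries, with 1216 calls without the first ABCA1-/- library, 145 without the second and 14 without the third, and 30 without the first ABCA1+/+ library. Without the second or the third ABCA1+/+ library, Abca1 was the 1 gene called. When the trend of the counts with gene length was removed, 40 genes were called, 39 of them among the 207. Of these 40 genes, 9 were higher and 31 lower in ABCA1-/- fragments.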

**FIGURE 4:**
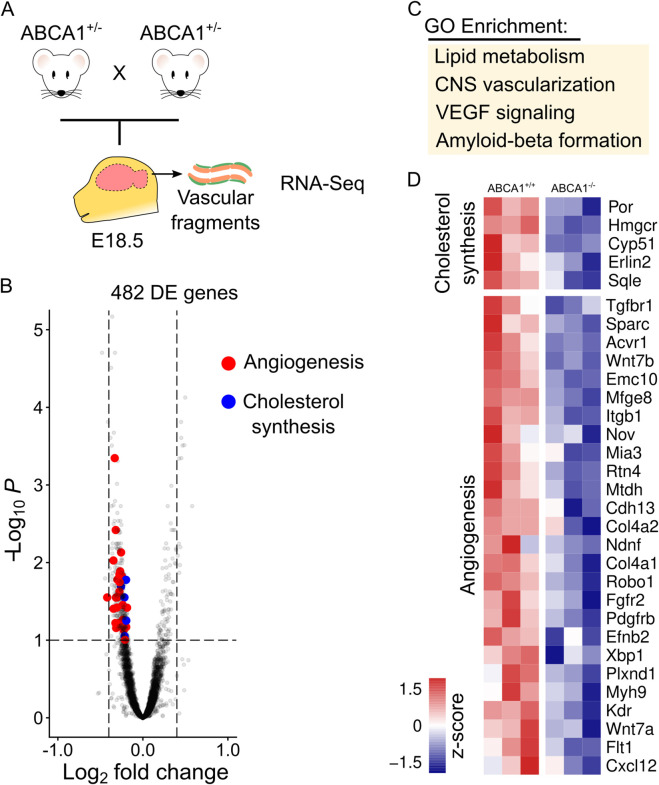
Transcriptomic changes associated with ABCA1 deficiency. **(A)** Fetal brains from heterozygous intercrosses were collected at E18.5 and vascular fragments were isolated for transcriptomic profiling. **(B)** Volcano plot showing differentially expressed genes. Genes involved in cholesterol synthesis (blue dots) or angiogenesis (red dots) are highlighted. **(C)** Enriched biological processes in the list of differentially expressed genes. **(D)** Levels of differentially expressed genes involved in cholesterol synthesis and angiogenesis.

Enrichment analysis based on gene ontology (GO) terms revealed that gene changes associated with ABCA1 deficiency included genes related to lipid and angiogenic processes (Figure 4C). These terms correlated well with the known ABCA1 function in lipoprotein metabolism and with the vascular phenotype observed here. 

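The annotations behind the GO terms are not part of the deposited data, so lists of genes chosen from general knowledge were tested in their place. For 28 genes held to promote angiogenesis, the median log2 fold change was −0.19 and 25 genes fell (limma's camera test, Benjamini-Hochberg adjusted p = 8.9e-07). For 24 genes held to restrict it, the median was −0.24 and 22 genes fell (camera adjusted p = 6.5e-08). Adjusted over the list alone, 15 promoting and 16 restricting genes were called, all of them lower, against 3 and 1 adjusted over all genes, by edgeR. The paper's tables had been seen when the lists were written, and 6 genes of each list are in its Table S2, so the former counts are not independent evidence. With each library left out in turn, the medians stayed between −0.27 and −0.15 for the promoting list and between −0.32 and −0.19 for the restricting list. Relative to the mean of the endothelial identity genes, the promoting list changed by 0.030 and the restricting list by −0.0090 (exact permutation tests, p = 0.8 for both), less than the SD between libraries of one genotype. Among genes of lipid transport, 8 targets of LXR had a median of −0.13 (camera adjusted p = 0.137).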

Since ABCA1 is a lipid pump that extrudes cholesterol from the plasma membrane to lipid-poor APOA1, we expected cholesterol to accumulate in cells from mutant animals. 

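Sqle (ENSMUSG00000022351, chromosome 15 from 59186869 to 59203043), which encodes squalene epoxidase, was at 201 ± 4.62 CPM in ABCA1+/+ and 175 ± 9.64 CPM in ABCA1-/- fragments, a log2 fold change of −0.19 (SE 0.0619, adjusted p = 0.180, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every ABCA1-/- library was below every ABCA1+/+ library for this gene, and DESeq2, with its own Benjamini-Hochberg adjustment, gave an adjusted p of 0.0523. The 5 genes labelled under cholesterol synthesis in Figure 4D all fell, by log2 fold changes between −0.26 and −0.19, with 1 of them, Por, called by edgeR and all 5 by DESeq2. That figure shows genes called by the study in the same libraries, so their calls by DESeq2 and shared direction are not independent evidence. Over 20 enzymes of cholesterol synthesis, 12 genes fell and 8 rose, with a median of −0.071 (camera adjusted p = 0.0840) that stayed between −0.12 and −0.056 with each library left out in turn. Adjusted over the list alone, 5 of these enzymes were called lower and 1 higher by edgeR, and 0 when adjusted over all genes. The 6 targets of SREBP2 outside the synthesis pathway had a median of −0.025 and a mean of 0.023 (camera adjusted p = 0.695).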

Consistently, we observed reduced expression of key enzymes involved in cholesterol synthesis (Hmgcr, Sqle) (Figure 4D). These enzymes are negatively regulated by cellular cholesterol via reduced activity of the master regulator SREBP2. Interestingly, we also observed downregulation of all differentially expressed genes involved in angiogenesis (Figure 4D). Of these genes, several were associated with TGFβ signaling, which has been shown previously to restrict sprouting angiogenesis (Arnold et al., 2014). Additionally, Flt1 (coding for VEGFR1) downregulation could reduce the VEGF scavenging by the soluble decoy receptor. On the other hand, strong proangiogenic genes (Kdr, Wnt7a/b) were also downregulated. 

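All 26 genes labelled under angiogenesis in Figure 4D fell, by log2 fold changes between −0.43 and −0.19 with a median of −0.28. DESeq2 called all 26 and edgeR 10 of them. The study picked these genes from the same libraries among those it called, so their number and shared direction are not independent evidence. Robo1 had the smallest edgeR adjusted p of the 26 (0.0747 after Benjamini-Hochberg adjustment), at 320.0 ± 10.6 CPM in ABCA1+/+ and 255 ± 18 CPM in ABCA1-/- fragments.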

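Tgfbr1 (ENSMUSG00000007613, chromosome 4 from 47353134 to 47414931) encodes a type I receptor for TGFβ and was at 123 ± 10.0 CPM in ABCA1+/+ and 101 ± 5.87 CPM in ABCA1-/- fragments. Its log2 fold change was −0.29 (SE 0.0710, edgeR adjusted p = 0.102, Benjamini-Hochberg), and DESeq2 called it (adjusted p = 0.0176). Acvr1 (ENSMUSG00000026836, chromosome 2 from 58278656 to 58457770), another type I receptor of the family, was at 44.3 ± 2.77 and 36.2 ± 0.609 CPM, a log2 fold change of −0.30 (SE 0.0668, edgeR adjusted p = 0.0772). For both receptors the libraries of the genotypes did not overlap. The edgeR call of Acvr1 was lost with the length trend removed (adjusted p = 0.108), and with each library left out its adjusted p, after the same adjustment, ranged from 0.0385 to 0.309.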

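Flt1 (ENSMUSG00000029648, chromosome 5 from 147498414 to 147662826) was at 48.5 ± 4.39 CPM in ABCA1+/+ and 38.7 ± 2.63 CPM in ABCA1-/- fragments. The log2 fold change was −0.31 (SE 0.0788, edgeR adjusted p = 0.105, Benjamini-Hochberg), every ABCA1-/- library was below every ABCA1+/+ library, and DESeq2 called the gene (adjusted p = 0.0283). Counts per gene do not separate the transcripts of the soluble receptor from those of the membrane receptor.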

We suggest that the balance of these complex gene expression changes leads to the dynamic phenotype of ABCA1^−/−^ animals: downregulation of proangiogenic molecules impairs fetal angiogenesis, while downregulation of antiangiogenic genes produces a transition to increased angiogenesis after E18.5. 

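Kdr (ENSMUSG00000062960, chromosome 5 from 76093487 to 76139884), which encodes VEGFR2, was at 61.8 ± 1.98 CPM in ABCA1+/+ and 50.1 ± 3.52 CPM in ABCA1-/- fragments, a log2 fold change of −0.30 (SE 0.0659, edgeR adjusted p = 0.0772, Benjamini-Hochberg). Wnt7a (ENSMUSG00000030093, chromosome 6 from 91340959 to 91388460) was at 30.5 ± 2.37 and 24.2 ± 2.40 CPM, a log2 fold change of −0.32 (SE 0.0875, edgeR adjusted p = 0.139). Wnt7b (ENSMUSG00000022382, chromosome 15 from 85419638 to 85466674) was at 84.4 ± 3.65 and 69.9 ± 1.68 CPM, a log2 fold change of −0.27 (SE 0.0590, edgeR adjusted p = 0.0772). DESeq2 called all 3 genes, and every ABCA1-/- library was below every ABCA1+/+ library for each of them. The edgeR calls of Kdr and Wnt7b were lost with the length trend removed (adjusted p = 0.108 for both), and that of Kdr without any 1 library other than the first ABCA1-/- library (adjusted p between 0.129 and 0.241). The call of Wnt7b also depended on single libraries, with an edgeR adjusted p from 0.0370 to 0.264 with each library left out. From lower expression of genes that promote and of genes that restrict angiogenesis, the paper proposes that their balance first impairs angiogenesis in the fetus and then lets it increase.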

Notably, transcriptomic analysis of vascular fragments from SR-B1^−/−^ vascular fragments showed minimal gene expression changes, yielding only 25 differentially expressed genes compared to control samples (Figure 7A; Supplementary Table S3). This paucity of transcriptomic changes is consistent with the lack of phenotypic consequences of SR-B1 deletion in the brain vasculature and is associated with inconsistent variation in cholesterol synthesis genes (Figure 7D).

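In the SR-B1 experiment, RNA of vascular fragments from 3 SR-B1+/+ and 3 SR-B1-/- fetuses at E18.5 was sequenced from libraries made with the NEBNext Ultra II kit, another kit and sequencer than for ABCA1. Raw counts per gene were deposited as for ABCA1, with 54822868 to 58884330 counts per library (median 56356272) for SR-B1+/+ and 55879008 to 59475629 (median 58396633) for SR-B1-/-. Of 21920 genes tested in the same way, 1 was called, Scarb1 (ENSMUSG00000037936, chromosome 5 from 125353547 to 125418176), at 55.0 ± 2.91 CPM in SR-B1+/+ and 21.5 ± 1.61 CPM in SR-B1-/- fragments, a log2 fold change of −1.35 (SE 0.0855, edgeR adjusted p = 6.9e-04, Benjamini-Hochberg). DESeq2 called 40 genes, 11 higher and 29 lower, and edgeR without its filter on low counts called 175. An unadjusted p under 0.05 was reached by 1541 genes (7.03%), and the libraries of both genotypes did not overlap for 3064 genes (14.0%, where chance gives 10%). Without the first SR-B1-/- library 2 genes were called, Scarb1 and, named only after its value was seen, Mobp, and without the third 7. The promoting list of angiogenesis had a median log2 fold change of −0.15, with 25 of 28 genes lower (limma's camera test, adjusted p = 5.0e-07 after Benjamini-Hochberg), and the restricting list −0.25, with 22 of 24 lower (3.3e-08). With each library left out in turn, these medians ranged from −0.24 (without the third SR-B1+/+ library) to −0.13 (without the first) and from −0.32 to −0.16 (without the same libraries). Adjusted over the list alone, 9 promoting and 11 restricting genes were called, against 0 of each adjusted over all genes, by edgeR. Over all genes DESeq2 called Aplnr (adjusted p = 0.0458) and Mmp9 (0.0644) of the promoting and Dll4 (0.0777) of the restricting list. Of 16 lists, 15 passed an adjusted p of 0.05 under camera (12 lower, 3 higher), 1 passed under fry, the skin list, and 0 under an estimated correlation. The mean log2 CPM of the promoting list was 5.18 ± 0.155 (SD, n = 3) in SR-B1+/+ and 4.98 ± 0.0521 (SD, n = 3) in SR-B1-/- fragments, and in the ABCA1 experiment 4.48 ± 0.0419 in ABCA1+/+ and 4.30 ± 0.0931 in ABCA1-/- fragments (exact permutation tests, p = 0.1 for each experiment).

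**Figure D1:**
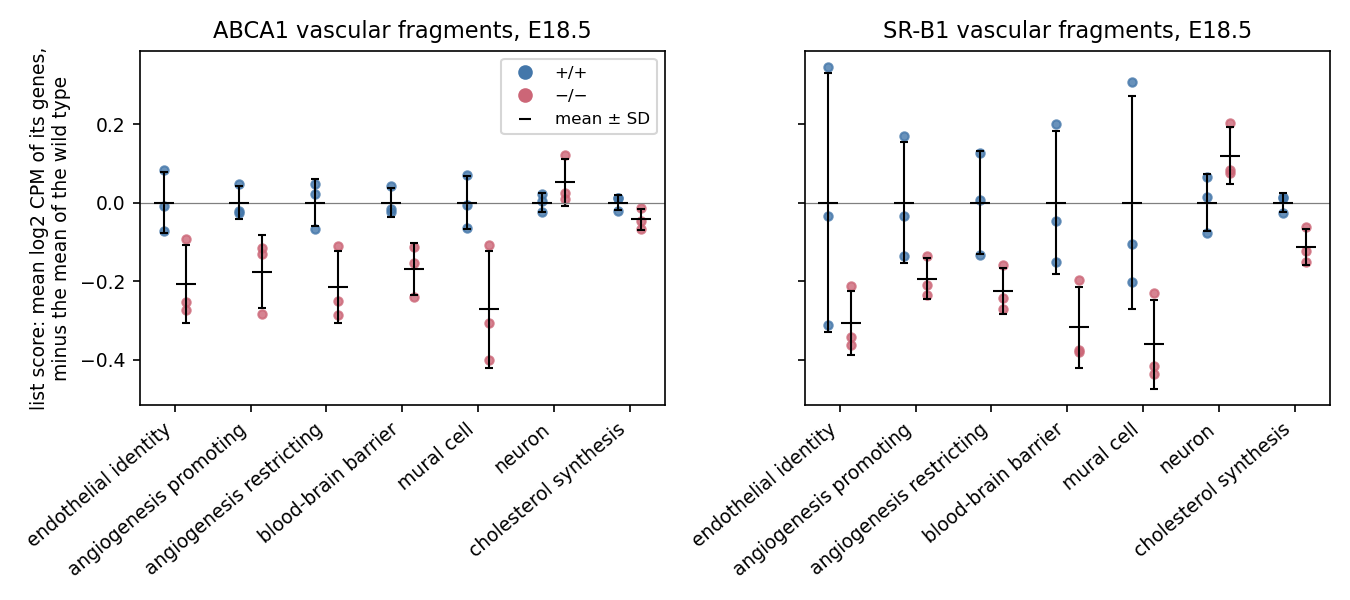
Mean log2 CPM of the genes of each list in each library, minus the mean of the 3 wild-type libraries of the experiment (y axis, log2), for the ABCA1 (left) and the SR-B1 experiment (right), with a point for each library and a bar for the mean ± SD of 3. In both experiments every mutant library lies below every wild-type library for the promoting list, with the nearest libraries of both genotypes of the SR-B1 experiment at a mean log2 CPM of 5.04, and the SR-B1+/+ libraries spread more (SD 0.155) than the ABCA1+/+ libraries (SD 0.0419).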

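Sqle had a log2 fold change of −0.26 (edgeR adjusted p = 0.627, Benjamini-Hochberg) in SR-B1-/- fragments, and every SR-B1-/- library was below every SR-B1+/+ library. Among the 19 genes labelled in Figure 7D, 15 fell and 4 rose, with 0 called by edgeR or by DESeq2. Over the 20 enzymes of cholesterol synthesis, 16 fell and 4 rose, with a median of −0.14 (limma's camera test, Benjamini-Hochberg adjusted p = 7.0e-05), and with each library left out the median stayed between −0.15 and −0.11. Of these enzymes, 4 were called adjusted over the list alone, all lower, and 0 adjusted over all genes, by edgeR. The difference between the ABCA1 effect and the SR-B1 effect was tested over all 12 libraries as an interaction in edgeR. Of 23818 genes, it called 2, Abca1 and Scarb1, and 605 genes had an unadjusted p under 0.05. For the cholesterol list the median difference was 0.045 (camera adjusted p = 0.0701), and 0 of 16 lists passed 0.05. For this last test the list count was 5 with 10 counts in every library, and with a library left out it was above 0 in 8 of 12 fits, up to 7 without the third SR-B1+/+ library. The paper proposes that few changes in expression go with the lack of a vascular phenotype in these fetuses.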

The complexity of the transcriptomic changes led us to investigate functional consequences indicating an effect on the angiogenic state of endothelial cells in ABCA1^−/−^ brains. During sprouting angiogenesis in the brain, endothelial cells extend filopodia that interact with neighboring cells and facilitate plexi formation. We evaluated filopodia extension in endothelial cells from control and ABCA1^−/−^ brains. We analyzed pallium and subpallium separately, but we found no difference between filopodia density at the ventricular zone in these two regions; thus, we present consolidated data from both anatomical regions. At E14.5, when blood vessels extend copious amounts of filopodia in the periventricular plexus, we did not detect any difference in filopodia density in ABCA1^−/−^ brains, compared to ABCA1^+/+^ samples (Figures 5A,B). Blood vessel growth by sprouting angiogenesis decays rapidly after E14.5-E15.5, leading to vascular remodeling and lack of filopodia by E18.5 (Arnold et al., 2014). This paucity of filopodia at E18.5 was observed in brains from ABCA1^+/+^ fetuses, but ABCA1^−/−^ brains contained varying numbers of blood vessels extending several filopodia (Figures 5A,B). These vessels were found throughout the regions analyzed, both close to the ventricle and deep in the subpallium.

**FIGURE 5:**
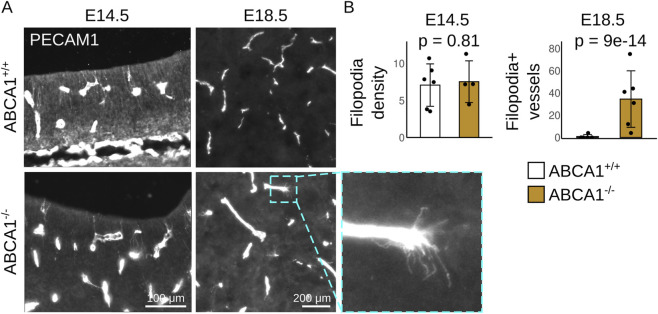
ABCA1 deficiency extends the timing of angiogenesis in the brain. **(A)** Detection of filopodia in brains from ABCA1^+/+^ and ABCA1^−/−^ fetuses at E14.5 and E18.5. A vessel with several filopodia is shown at higher magnification in the inset. Bars: 100 μm in E14.5; 200 μm in E18.5. **(B)** Quantitative analyses of filopodia. N: E14.5 N = 6 ABCA1^+/+^ and 4 ABCA1^−/−^; E18.5 N = 6 per group. Exact p-values are shown; t-test with Welch correction (E14.5) or generalized linear model with Wald´s test (E18.5).

Developmental angiogenesis in the CNS is temporally coupled with blood vessel stabilization and formation of the BBB. By E18.5 the BBB is mostly functional and can exclude high molecular weight molecules (Ben-Zvi et al., 2014). This is correlated with the expression of tight junction proteins, such as CLDN5. Since brain vascular development seemed to be altered in ABCA1^−/−^ fetuses, we studied BBB formation in the brain of these animals. 

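Mfsd2a (ENSMUSG00000028655, chromosome 4 from 122840643 to 122855244) was at 30.4 ± 0.703 CPM in ABCA1+/+ and 24.5 ± 1.88 CPM in ABCA1-/- vascular fragments at E18.5, a log2 fold change of −0.31 (SE 0.0756, edgeR adjusted p = 0.0927, Benjamini-Hochberg). Cldn5 (ENSMUSG00000041378, chromosome 16 from 18595597 to 18597012) was at 49.4 ± 5.99 and 41.2 ± 2.70 CPM, a log2 fold change of −0.28 (SE 0.0854, edgeR adjusted p = 0.164). Both genes were lower in every ABCA1-/- library than in every ABCA1+/+ library. Of the 8 genes labelled in Figure 6A, all fell, by log2 fold changes between −0.32 and −0.24, with 3 called by edgeR and 7, all but Cldn5, by DESeq2. The study shows these 8 genes as differentially expressed in the same libraries, so their shared direction is not independent evidence. A list of 19 genes of the blood-brain barrier had a median of −0.18, with 16 genes lower (limma's camera test, Benjamini-Hochberg adjusted p = 3.5e-05). Adjusted over the list alone, 7 barrier genes were called by edgeR, all lower, and 3 when adjusted over all genes; 5 of the 19 are in the paper's Table S2, which had been seen when the list was written. Relative to the endothelial identity genes, the barrier list changed by 0.037 (exact permutation test, p = 0.6). The call of Mfsd2a was lost with the length trend removed (edgeR adjusted p = 0.110) and without any 1 library other than the first ABCA1-/- library.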

We observed reduced expression of a subset of genes involved in BBB formation and maintenance at E18.5 (Figure 6A), including Mfsd2a and Cldn5, an important lipid transporter at the BBB and a key member of tight junctions, respectively. Reduced expression of Cldn5 could directly lead to BBB dysfunction (Nitta et al., 2003), so we evaluated the presence of the protein *in situ*; we readily detected CLDN5 protein in blood vessels in control and mutant brains (Figure 6B), and their levels were not significantly different (Figure 6C). Furthermore, the BBB function was maintained in the brain of adult ABCA1^+/+^ and ABCA1^−/−^ mice, as shown by lack of permeability to exogenous sulfo-NHS-biotin (∼1 kDa) and normal vessel coverage by AQP4+ astrocyte endfeet (Figures 6D,E).

**FIGURE 6:**
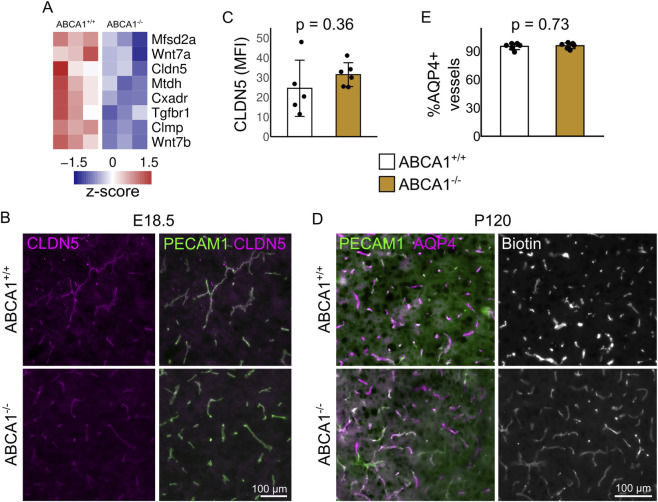
Evaluation of the blood-brain barrier in animals lacking ABCA1. **(A)** Expression levels of differentially expressed genes in vascular fragments from ABCA1^+/+^ and ABCA1^−/−^ fetal brains. **(B)** Representative images of E18.5 fetal brains stained for CLDN5 and PECAM1. Bar: 100 μm. **(C)** Quantification of fluorescence intensity for CLDN5 in E18.5 fetal brains. Groups were compared with t-test with Welch correction. N = 6 per group. **(D)** Representative stainings of adult brains to reveal AQP4, PECAM1, and intracardially infused sulfo-NHS-biotin. Bar: 100 μm. **(E)** Quantification of AQP4 positive vessels in ABCA1^+/+^ and ABCA1^−/−^ fetal brains. Groups were compared with t-test with Welch correction. N = 6 per group.

The combination of altered gene expression, continued production of filopodia, and morphological and functional characteristics of blood vessels in the brain of ABCA1^−/−^ fetuses, suggest that the angiogenic window is modified in these animals during development leading to an extended period of angiogenesis.

### 3.4 Cholesterol regulation of gene expression during angiogenesis in other contexts

ABCA1 functions as a cholesterol transporter to efflux cholesterol from the plasma membrane to APOA1. As stated before, cholesterol has been indirectly implicated in angiogenesis in zebrafish and the mouse retina (Fang et al., 2013; Mao et al., 2017). In addition, statins have been used to modulate angiogenesis *in vitro* in primary human brain microvascular endothelial cells (Tan et al., 2021), though the authors attributed the observed effects to inhibition of isoprenoid production and not cholesterol synthesis. More recently, the master regulator of cholesterol synthesis, SREBP2, and HDL metabolism have been shown to safeguard lymphangiogenesis during normal development in mice and zebrafish (Kim et al., 2025; Kondo et al., 2025). These evidence raised the possibility that ABCA1 modulates angiogenesis by controlling endothelial cellular cholesterol content, though we cannot directly determine endothelial cholesterol in our preparations, due to the presence of other cell types. We next sought to identify a putative direct role of cholesterol in the functional regulation of brain endothelial cells. 

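The line bEnd3 was derived from a brain endothelioma of the mouse, and CD is a ring of sugars that draws cholesterol out of the plasma membrane. Cells were kept for 7 h in serum-free medium with 1 mM CD or in the medium alone, and RNA was sequenced from 3 samples of each, which the paper describes as experiments on different days. Whether a replicate number marks a day is not stated, and the replicates of equal number did not resemble each other more than others did, so the samples were compared as independent. Libraries were made with the NEBNext Ultra II kit, and the authors deposited raw counts per gene, aligned and counted as for the vascular fragments. The totals ran from 26308905 to 34244757 counts (median 32621136) for vehicle and from 23730433 to 29414995 (median 25044403) for CD. Mitochondrial genes took between 4.50% and 5.34% of the counts of the vehicle libraries, and 5.67%, 5.53% and 12.7% of those of the CD libraries. Counts were analysed as for the vascular fragments, over 16540 genes, with log2 fold changes as CD over vehicle.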

We used bEnd3 cells, a cell line from a mouse brain endothelioma, as a model and experimentally reduced cellular cholesterol with methyl-β-cyclodextrin (CD). CD is a molecular cage that directly removes free cholesterol from the plasma membrane. We incubated cells for a maximum of 7 h with the reagent, as longer times (24 h) proved to be evidently toxic and led to loss of cell adherence. This incubation time was sufficient to reduce cellular cholesterol content by ∼60% (Figure 7B). This reduction was associated with massive changes in transcriptional profiles of cultured cells (Figure 7C; Supplementary Table S4). These changes were characterized by increased expression of genes that synthesize cholesterol (Figure 7D) and promote angiogenesis, and reduced expression of genes restricting angiogenesis.

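Of the 16540 genes tested, 7231 were differentially expressed with CD, 3539 higher and 3692 lower. DESeq2 called 7064 genes, 3629 higher and 3435 lower, and 6700 genes were called by both tools. The CD and vehicle libraries did not overlap for 8669 genes (52.4%, where chance gives 10%), and the median absolute log2 fold change of the called genes was 0.70. Cxcl2 (7.33), Cxcl5 (7.03), Lcn2 (7.02), Lipg (6.49) and Cxcl1 (5.98) had the highest log2 fold changes among called genes whose libraries did not overlap, and Tmem119 (−5.28), Adamtsl2 (−4.53), Gcnt1 (−4.42), Prokr1 (−4.26) and Asb17 (−3.90) the lowest. The number of calls was 9643 without the third CD library and 5075 without the second vehicle library, and between these without any other. Restricting the test to genes with 10 counts in every library gave 6688 calls.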

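Sqle rose from 55.4 ± 2.06 CPM in vehicle to 613 ± 74.1 CPM with CD, a log2 fold change of 3.47 (SE 0.128, edgeR adjusted p = 2.7e-06, Benjamini-Hochberg). All 19 genes labelled in Figure 7D rose, by log2 fold changes between 0.33 and 5.85 with a median of 3.75, and 18 were called. The 20 enzymes of cholesterol synthesis all rose, with a median of 3.93 (limma's camera test, adjusted p = 2.2e-20 after Benjamini-Hochberg), and 19 were called, adjusted over all genes or adjusted over the list alone. Of the targets of SREBP2 outside synthesis, all 5 tested rose, with a median of 2.23 (camera adjusted p = 1.2e-05). The LXR targets Abca1 (−2.74) and Abcg1 (−2.61) fell. In the promoting list of angiogenesis, 14 of 23 genes rose, with a median of 0.21 (camera adjusted p = 0.206), and adjusted over all genes 9 were called higher and 8 lower. In the restricting list, 11 of 22 rose and 11 fell, with a median of 0.043 and a mean of −0.022 (camera adjusted p = 0.574), and 8 were called higher and 5 lower. When adjusted over the list alone, 11 promoting genes were called higher and 8 lower. Pdgfb (1.45) and Pgf (1.56) were promoting genes that rose, and Aplnr (−2.93) and Tek (−0.57) promoting genes that fell. Timp3 (−2.12) and Tgfbr2 (−0.90) were restricting genes that fell, and Thbs1 (1.25), Dll4 (1.27) and Tgfbr1 (0.44) restricting genes that rose, and edgeR called all of these genes. Tgfbr1 was not called without the third vehicle library (edgeR adjusted p = 0.112). Of 8 lists, 2 passed 0.05 under camera, the synthesis and the SREBP2 list, 6 passed under fry, among them the promoting but not the restricting list, and 1, the synthesis list, under an estimated correlation.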

**FIGURE 7:**
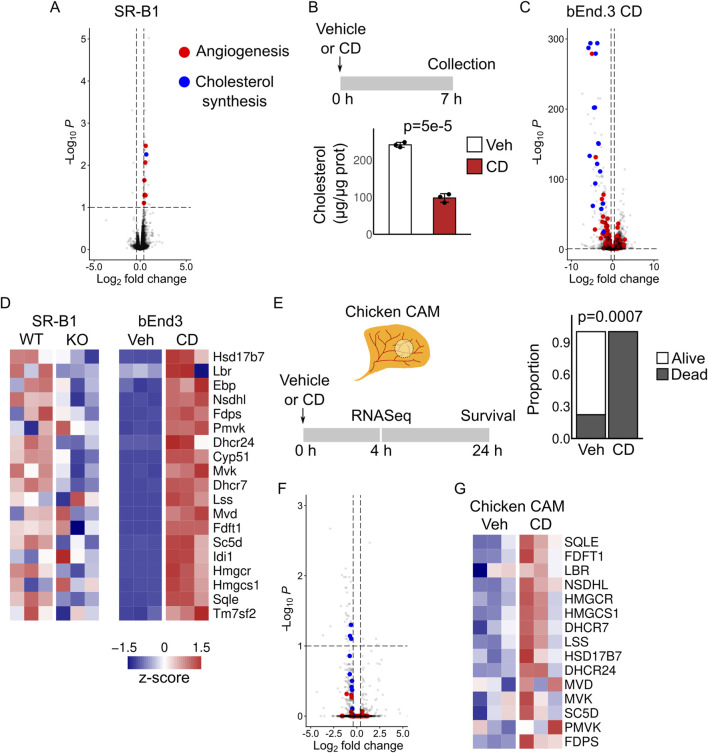
Transcriptomic effects of cholesterol reduction in bEnd3 cells and the chicken chorioallantoic membrane. **(A)** Volcano plot comparing vascular fragments from SR-B1^−/−^ and SR-B1^+/+^ fetal brains at E18.5. Genes involved in cholesterol synthesis (blue dots) or angiogenesis (red dots) are highlighted. **(B)** Bend3 cells were incubated with methyl-β-cyclodextrin (CD) or vehicle (medium alone) for 7 h and total cholesterol was measured. P-value is indicated; t-test with Welch correction. **(C)** Volcano plot showing differentially expressed genes in bEnd.3 cells exposed to CD versus vehicle. Genes involved in cholesterol synthesis (blue dots) or angiogenesis (red dots) are highlighted. **(D)** Heatmaps showing expression levels of all genes in the cholesterol synthesis pathway in mouse samples. **(E)** Chicken chorioallantoic membranes (CAM) were treated in ovo with Ringer´s solution (vehicle) or methyl-β-cyclodextrin. Survival at 24 h is shown. Exact p-value was obtained by Fisher´s exact test. N: Veh = 9; CD = 10. **(F)** Chicken CAMs treated with CD or vehicle for 4 h were used for RNA sequencing. The volcano plot shows differentially expressed genes in CAMs treated with CD. Genes involved in cholesterol synthesis (blue dots) or angiogenesis (red dots) are highlighted. **(G)** CAM expression levels of all genes in the cholesterol synthesis pathway after treatment with CD.

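The CAM is a vascularized membrane of the chicken egg, and it was treated on embryonic day 8 with 20 mM CD or vehicle for 4 h. For the vehicle, the paper's methods name PBS and the legend of its Figure 7 names Ringer's solution. RNA was sequenced from 3 membranes of each group with the MGIEasy kit, and the authors deposited raw counts per gene of the chicken genome GRCg7b. Totals ran from 16449445 to 20647256 counts (median 19716277) for vehicle and from 19870056 to 29239590 (median 21595499) for CD. Counts were analysed as for the vascular fragments, with log2 fold changes as CD over vehicle, over 15047 genes. No chicken annotation was at hand, so genes could be named only through the paper's Table S5, and lists of genes were not tested.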

Finally, we used the chicken chorioallantoic membrane (CAM) as a model of non-CNS developmental angiogenesis, to evaluate if cholesterol depletion was associated with similar changes in expression outside the brain. Incubation of the CAM with CD in ovo at high concentration led to embryo death after 24 h (Figure 7E). 

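Of the 15047 genes tested in the CAM, edgeR called 0 at an adjusted p of 0.1, and the smallest adjusted p (Benjamini-Hochberg) was 1.00. An unadjusted p under 0.05 was reached by 594 genes (3.95%), and the CD and vehicle libraries did not overlap for 1212 genes (8.05%, where chance gives 10%). DESeq2 called 43 genes, 36 higher and 7 lower with CD. EdgeR called 1 gene without the first vehicle library, ENSGALG00010023349, named only after its value was seen, and 0 without any other library. On simulated counts with the spread of these libraries, edgeR found 60% of the genes changed by a log2 fold change of 1 and 2% of those changed by 0.6, and DESeq2 78% and 24%, with 28.9% false genes among its calls and 11% among those of edgeR.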

At 4 h of CD incubation, we observed a small number of differentially expressed genes (43 genes) (Figure 7F; Supplementary Table S5). 

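INSIG1, a regulator of cholesterol synthesis, was at 8.89 ± 1.65 CPM in vehicle-treated and 14.9 ± 0.507 CPM in CD-treated CAMs, a log2 fold change of 0.74 (SE 0.167, edgeR adjusted p = 1.00, DESeq2 adjusted p = 0.0687, both Benjamini-Hochberg). The synthesis enzymes MSMO1, NSDHL and FDPS rose by log2 fold changes of 0.66 (SE 0.143), 0.64 (SE 0.131) and 0.60 (SE 0.128). MSMO1 went from 101 ± 12.7 to 159 ± 22.3 CPM, NSDHL from 26.1 ± 2.76 to 40.8 ± 4.79 CPM and FDPS from 37.2 ± 1.64 to 56.5 ± 8.88 CPM. For each of the 4 genes every CD library was above every vehicle library (exact permutation test, p = 0.1), and DESeq2 called all 4, where edgeR called 0 of the genes tested in the CAM. The 4 genes could be named only because the paper's Table S5 lists them as called in these libraries. Their calls and separation are therefore not independent evidence, and synthesis genes outside that table could not be examined. The identifiers of angiogenic genes could not be paired with symbols, so no value is given for them.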

Consistent with reduced cholesterol content, there was increased expression of some cholesterol synthesis enzymes (Figure 7G); however, there was no consistent change in the expression of angiogenic genes, suggesting that the genetic interaction between these processes does not occur in the chicken CAM.

## 4 Discussion

In this work, we have shown that deficiency of Abca1 is associated with altered vascular development in the brain, extending the developmental angiogenic window and adding support for a putative role of cholesterol in this process. In addition, we used transcriptomic profiling in different models to provide molecular underpinnings of ABCA1 and cholesterol-associated regulation of brain endothelial cell function.

The role of lipoprotein metabolism in blood vessel development has been previously studied by other groups outside the brain (Avraham-Davidi et al., 2012; Fang et al., 2013; Mao et al., 2017). Seemingly conflicting results in these studies might stem from the ability of lipoproteins to activate multiple signaling pathways by directly binding to cellular receptors, by delivering protein or miR cargo, or by providing lipophilic ligands (e.g., sphingosine-1-phosphate). Indeed, recent work shows that endothelial endocytosis of HDL induced by AIBP leads to miR-223 uptake and CXCR4 regulation to restrict collateral vessel growth in the peripheral circulation (Zhu et al., 2025). Here, we provide additional evidence for a role of cholesterol in CNS angiogenesis *in vivo* using genetic models of lipoprotein receptors deficiency alongside complementary *in vitro* cell culture experiments. Our results indicate that cholesterol depletion activates pro-angiogenic programs in bEnd3 cells, consistent with reduced vascularization of the brain in ABCA1^−/−^ fetuses, where cholesterol accumulation is expected, and where a mixed expression signature was observed. 

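Across the 13934 genes tested both in ABCA1-/- fragments and in bEnd3 cells, Spearman's rho between the log2 fold changes of ABCA1 deletion and of CD was 0.0785 (Pearson's r = 0.0493), and 53.3% of the genes had the same sign. Of these, 49 genes were called in both comparisons, with a rho of 0.383 and the same sign for 65.3%. Abca1, which the deletion itself lowers and which also fell with CD, was not left out. These correlations are across genes, which are not independent replicates. Log2 fold changes of both comparisons fell with gene length (Spearman correlations of −0.147 for ABCA1 and −0.133 for CD), and the correlation between them was not computed without this trend. From the changes in bEnd3 cells the paper concludes that pro-angiogenic programs are switched on by the loss of cholesterol, and it relates this to the reduced vascularization of ABCA1-deficient fetuses, in which it expects cholesterol to accumulate.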

We interpret this signature as a transitional stage at the end of intrauterine development from a less angiogenic phenotype towards a more angiogenic phenotype. We note, however, that the vascular phenotype in ABCA1^−/−^ is mild compared to the transcriptional changes observed. We detected reduced expression of both pro- and anti-angiogenic genes, which could lead to a relative compensation at the phenotypic level and might generate the extended angiogenic window. Alternatively, changes in the composition of vascular cells could account for some of the transcriptional alterations. We detected a minor reduction in the expression of one out of three *bona fide* pericyte marker, i.e., Pdgfrb. This could reflect a small reduction in the pericytes adhered to endothelial cells during the preparation of vascular fragments and could influence the transcriptomic profile. However, it is unlikely that this small change in pericytes would produce the large changes observed at the transcriptomic level; indeed, many of the differentially expressed genes were endothelial specific or enriched.

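Pdgfrb (ENSMUSG00000024620, chromosome 18 from 61178212 to 61218133) was at 39.5 ± 2.61 CPM in ABCA1+/+ and 31.9 ± 2.04 CPM in ABCA1-/- fragments, a log2 fold change of −0.30 (SE 0.0737, edgeR adjusted p = 0.0959, Benjamini-Hochberg), with every ABCA1-/- library below every ABCA1+/+ library. The edgeR call was lost with the length trend removed (adjusted p = 0.136) and without any 1 library other than the first ABCA1-/- library. Anpep was at 8.77 ± 2.23 and 7.09 ± 1.20 CPM, a log2 fold change of −0.34 (SE 0.173, edgeR adjusted p = 0.445), and Acta2 at 2.72 ± 1.43 and 2.20 ± 1.14 CPM, a log2 fold change of −0.11 (SE 0.402, edgeR adjusted p = 0.960). A change of Anpep or Acta2 as large as that of Pdgfrb was not detectable, since their standard errors are more than 2 times that of Pdgfrb. Low counts alone do not account for that of Acta2, at 22 to 63 counts in a library, since Hmgb1-ps1, at 11 to 56 counts, had a standard error of 0.252. For Anpep, whether low counts or the spread between libraries lie behind the standard error was not tested. With a library left out, Anpep ran from −0.51 (without the third ABCA1+/+ library) to −0.19 (without the first). Acta2 was higher in ABCA1-/- fragments without the second ABCA1+/+ library (0.31) or without the second (0.073) or the third (0.094) ABCA1-/- library. The mean log2 CPM of the mural cell genes, which include these 3 markers, minus that of the endothelial genes changed by −0.066 between the genotypes (exact permutation test, p = 0.5).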

Previous studies using AIBP-deficient animals suggested a functional interaction between membrane cholesterol and VEGF and NOTCH signaling (Fang et al., 2013; Mao et al., 2017). 

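In a list of 11 genes of the NOTCH pathway, 7 fell and 4 rose in ABCA1-/- fragments, with a median log2 fold change of −0.10 (limma's camera test, Benjamini-Hochberg adjusted p = 0.264), and 9 fell and 2 rose in SR-B1-/- fragments, with a median of −0.091 (camera adjusted p = 0.0384). In bEnd3 cells with CD, 5 of 9 rose and 4 fell, with a median of 0.058 and a mean of −0.17 (camera adjusted p = 0.728), and 2 were called higher and 3 lower. The targets Hey1 (−1.68), Lfng (−1.03) and the ligand Jag2 (−0.64) fell with CD, and the ligand Dll4 rose from 268 ± 21.2 to 648 ± 13.3 CPM. Notch1 had a log2 fold change of −0.30 with CD (edgeR adjusted p = 0.489, Benjamini-Hochberg) and of 0.025 without the third CD library. Of the VEGF genes, Vegfa rose from 37.6 ± 3.17 CPM in vehicle to 99.0 ± 11.2 CPM with CD, a log2 fold change of 1.40 (SE 0.116, edgeR adjusted p = 1.1e-04). Kdr fell by 0.60 with CD on the log2 scale (edgeR adjusted p = 0.0644) and was not called without any 1 of the 3 vehicle libraries (adjusted p between 0.138 and 0.164). Flt1 had a log2 fold change of −0.015 (edgeR adjusted p = 0.957), and its sign changed with RLE factors in place of TMM (0.0056), with the length trend removed (0.081) and without the third CD library (0.15).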

We did not observe strong evidence of NOTCH activation in our models, but components of VEGF signaling were dysregulated in association with ABCA1 deficiency and cholesterol changes. Our results are, therefore, complementary to previous studies and help understand the molecular underpinnings of angiogenic regulation in relation to cholesterol metabolism.

A more direct implication of our study lies in the pathophysiology of Tangier disease, wherein no cerebrovascular alterations have been reported. We propose that altered vascular development might leave the brain susceptible to vasculopathies during the perinatal window. Although, currently, there is no evidence for a role of ABCA1 in neonatal vascular pathologies, a study showed that ABCA1 protects the BBB against overt damage after stroke in adult mice (Cui et al., 2015). Since our results show that ABCA1 is not necessary for BBB functionality in homeostasis, this evidence suggests that ABCA1 deficiency makes the BBB more susceptible to damage. Further studies should evaluate the role of ABCA1 and cholesterol in neonatal cerebrovascular events, such as germinal matrix hemorrhage and vascular malformations.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Altered brain vascularization and transcriptional changes in embryos lacking ABCA1 support a role of cholesterol in brain angiogenesis
**Source:** Front Cell Dev Biol. 2026 Apr 22;14:1783696. doi: 10.3389/fcell.2026.1783696
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Tables

**Supplementary Table 1. Comparison of the expression of cellular markers in vascular preparations of ABCA1+/+ and ABCA1-/- fetal brains.**

| **Cell type** | **Gene** | **Log2FC** | **Nominal p-value** | **Adjusted p-value** |
| --- | --- | --- | --- | --- |
| Progenitors | Sox2 | 0.16 | 0.070 | 0.34 |
| Progenitors | Nes | 0.09 | 0.31 | 0.71 |
| Neuron lineage | Tbr1 | -0.08 | 0.27 | 0.67 |
| Astrocyte lineage | Sox9 | 0.02 | 0.80 | 0.96 |
| Macrophages | Cx3cr1 | 0.15 | 0.31 | NA |
| Oligodendrocytes | Pdgfra | -0.17 | 0.064 | 0.33 |
| Pericytes | Pdgfrb | -0.31 | 0.0014 | 0.04 |
| Pericytes | Anpep | -0.32 | 0.10 | NA |
| Pericytes | Acta2 | -0.28 | 0.65 | NA |

NA adjusted p-values indicate low detected counts of that gene.

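DESeq2 sets the adjusted p to NA for genes whose mean normalized count is under a threshold that it chooses to maximize the number of calls. In the ABCA1 experiment this threshold was a mean normalized count of 429.9, and 6515 of 38689 genes had an adjusted p. Cx3cr1, Anpep and Acta2, with means of 262, 136 and 42.0, were below it, so DESeq2 gave no adjusted p for these markers, while edgeR did.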

**Supplementary Table 2. Differentially expressed genes in ABCA1^-/-^ fetal brains.**

**Supplementary Table 3. Differentially expressed genes in SR-B1^-/-^ fetal brains.**

| **Symbol** | **Log2FC** | **padj** |
| --- | --- | --- |
| Col3a1 | 0.51 | 0.0021 |
| Ptges | 0.58 | 0.0787 |
| Ube2l6 | 0.94 | 0.0078 |
| Aplnr | 0.45 | 0.0228 |
| C1qtnf4 | 0.36 | 0.0349 |
| Dll4 | 0.49 | 0.0521 |
| Vstm2l | 0.43 | 0.0293 |
| Kcns1 | 0.65 | 0.0101 |
| Mmp9 | 0.57 | 0.0521 |
| Bgn | 0.49 | 0.0043 |
| Cp | 0.45 | 0.0521 |
| Hmgcs2 | 0.66 | 0.0055 |
| Fam101a | 0.84 | 0.0491 |
| Scarb1 | 1.35 | 0.0000 |
| Eln | 0.42 | 0.0143 |
| Col1a2 | 0.50 | 0.0984 |
| Bcam | 0.49 | 0.0043 |
| Cadm4 | 0.38 | 0.0143 |
| Lsr | 0.52 | 0.0189 |
| Dkkl1 | 0.88 | 0.0293 |
| Ctgf | 0.50 | 0.0503 |
| Bsg | 0.36 | 0.0619 |
| Cdh5 | 0.41 | 0.0787 |
| Rec8 | 0.94 | 0.0000 |
| Slco2a1 | 0.52 | 0.0640 |
| Pirt | 1.41 | 0.0984 |
| Unc45b | 1.04 | 0.0861 |
| Krt15 | -0.84 | 0.0452 |
| Krt14 | -0.73 | 0.0088 |
| Krt17 | -0.86 | 0.0005 |
| Ptrf | 0.51 | 0.0005 |
| Fam171a2 | 0.38 | 0.0438 |
| Ttyh2 | 0.44 | 0.0293 |
| Foxc1 | 0.55 | 0.0086 |
| Tmed9 | 0.32 | 0.0551 |
| Angptl4 | 0.59 | 0.0035 |
| Dsc3 | 0.88 | 0.0847 |
| Adra2a | 0.45 | 0.0228 |

**Supplementary Table 4. Differentially expressed genes in bEnd3 cells treated with methyl-β-cyclodextrin.**

**Supplementary Table 5. Differentially expressed genes in chicken chorioallantoic membranes treated with methyl-β-cyclodextrin.**

| **ENSEMBL ID** | **symbol** | **Log2FC** | **padj** |
| --- | --- | --- | --- |
| ENSGALG00010003363 | HBE1 | -1.01 | 0.0370 |
| ENSGALG00010003868 | HBBA | -1.12 | 0.0148 |
| ENSGALG00010010791 | H-10 | -0.85 | 0.0251 |
| ENSGALG00010021710 |  | -1.04 | 0.0790 |
| ENSGALG00010024915 | STXBP5L | -0.86 | 0.0985 |
| ENSGALG00010000959 |  | -1.72 | 0.0271 |
| ENSGALG00010000985 |  | -2.88 | 0.0021 |
| ENSGALG00010004296 |  | 0.71 | 0.0790 |
| ENSGALG00010005413 | GAD2 | -0.93 | 0.0858 |
| ENSGALG00010005534 |  | -0.65 | 0.0121 |
| ENSGALG00010012483 |  | -1.22 | 0.0148 |
| ENSGALG00010024834 | INSIG1 | -0.74 | 0.0720 |
| ENSGALG00010002062 | GSTA4 | -0.91 | 0.0007 |
| ENSGALG00010017562 | SLC30A10 | -1.18 | 0.0105 |
| ENSGALG00010007877 | MSMO1 | -0.66 | 0.0446 |
| ENSGALG00010008751 |  | -1.61 | 0.0098 |
| ENSGALG00010012857 | NSDHL | -0.64 | 0.0501 |
| ENSGALG00010011634 | AVD | 1.40 | 0.0034 |
| ENSGALG00010006291 |  | -1.38 | 0.0105 |
| ENSGALG00010021777 |  | -1.08 | 0.0001 |
| ENSGALG00010015661 |  | -2.86 | 0.0523 |
| ENSGALG00010018361 | ASIC4 | -0.88 | 0.0374 |
| ENSGALG00010022552 | GPR155 | -0.87 | 0.0720 |
| ENSGALG00010020776 | MCOLN3 | -1.27 | 0.0453 |
| ENSGALG00010013759 | ATP13A4 | 0.79 | 0.0976 |
| ENSGALG00010024897 | ADAL | -0.75 | 0.0720 |
| ENSGALG00010028310 |  | -3.66 | 0.0705 |
| ENSGALG00010025325 | DPEP2 | -1.20 | 0.0338 |
| ENSGALG00010019253 | HBAD | -1.05 | 0.0271 |
| ENSGALG00010019446 |  | 2.19 | 0.0956 |
| ENSGALG00010019732 | HBA1 | -1.20 | 0.0079 |
| ENSGALG00010016324 | TUBB1 | -1.05 | 0.0173 |
| ENSGALG00010024286 | ADA | -0.81 | 0.0105 |
| ENSGALG00010024537 | EPB42 | -1.05 | 0.0414 |
| ENSGALG00010029150 | NARF | -0.79 | 0.0252 |
| ENSGALG00010024451 | PHOSPHO1 | -1.20 | 0.0790 |
| ENSGALG00010024885 | SLC4A1 | -0.98 | 0.0522 |
| ENSGALG00010018193 | ANK1 | -1.20 | 0.0720 |
| ENSGALG00010018944 | NEFL | -1.13 | 0.0358 |
| ENSGALG00010024061 |  | 1.68 | 0.0001 |
| ENSGALG00010025927 |  | 2.09 | 0.0790 |
| ENSGALG00010028216 | NKX2-3 | 1.92 | 0.0004 |
| ENSGALG00010028374 | FDPS | -0.60 | 0.0790 |

How the deposited data were processed for this re-analysis (not part of the article)

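The deposited data hold 4 tables of raw counts per gene, 1 for each experiment, with 24 libraries in 8 groups of 3. The experiments are vascular fragments of ABCA1+/+ and ABCA1-/- fetuses, vascular fragments of SR-B1+/+ and SR-B1-/- fetuses, bEnd3 cells with CD or vehicle, and chicken CAMs with CD or vehicle. According to the paper, the authors aligned paired reads of 150 bp with Rsubread to GRCm39 or GRCg7b and counted them on genes with featureCounts. All values in the deposited tables were whole numbers, and no column was left out. Mouse identifiers were matched to symbols and positions for 56620 of 57180 genes of the ABCA1 table, which hold 99.95% of its counts, and for 51568 of 55573 genes of the tables from the SR-B1 and bEnd3 experiments. Chicken identifiers could be named only through the paper's Table S5.

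Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. In each experiment, genes with low counts were removed with edgeR's filterByExpr function (minimum count 10, minimum total 15), library sizes were normalized by TMM, and the groups were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) without covariates. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes were called at an adjusted p under 0.1. The biological coefficient of variation was 0.0764 for ABCA1, 0.146 for SR-B1, 0.151 for bEnd3 and 0.195 for the CAM. Log2 CPM values were computed with a prior count of 2.

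Lists of genes were tested with limma's camera test at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of an experiment and a threshold of 0.05, and again with fry and with camera at an estimated correlation. The lists covered cholesterol synthesis, SREBP2 targets outside synthesis, LXR targets, genes that promote and genes that restrict angiogenesis, the blood-brain barrier, the NOTCH pathway, the secretory pathway with the unfolded protein response, and markers of endothelial identity, mural cells, neurons, neural progenitors, microglia and macrophages, fibroblasts, skin and red cells. They were written from general knowledge with the paper's figures and tables in view, and their overlap with Table S2 is stated beside the results for the promoting, restricting, barrier, secretory and endothelial lists; the table also holds 4 synthesis, 2 neuron, 2 progenitor, 1 mural and 1 fibroblast gene of the lists. Of the 24 restricting genes, 4 are also in the NOTCH list, and no other list shares a gene. Scores per library are means of log2 CPM over a list, compared by exact permutation tests. The difference between the ABCA1 and the SR-B1 effect was tested as an interaction over 12 libraries, with a mean for each of the 4 groups, so a shift between the experiments that acts on both genotypes alike does not enter it. Effects were compared across genes by Spearman's and Pearson's correlation.

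Genes named are every gene the paper's text names for these libraries with the other markers of its Table S1, the genes of the lists, the genes labelled in its Figures 4D, 6A, 7D and 7G for tallies, and the 5 genes that rose most and the 5 that fell most among those called whose groups did not overlap. The paper's tables and figures had been seen when this rule was written. The comparisons, tests, lists of alternatives and the rule were fixed before the data were examined. The alternatives were DESeq2's Wald test, RLE factors in place of TMM, no filter on low counts, a minimum of 10 counts in every library, a threshold of 0.05, replicate numbers as a block, removal of the trend with gene length, both of these together, fry, an estimated correlation, the erythroid genes of the CAM left out, and each library left out in turn. The trend with gene length was removed per library by a lowess curve with a span of 0.3, except for the CAM, for which no gene lengths were at hand. A term for sex, a term for the endothelial score, leaving out the gene Rn18s-rs5 and DESeq2 with each library left out were added after seeing the data. Replicate numbers did not pair the samples: within an experiment, libraries of equal number in both groups had correlations between −0.338 and 0.392 after the mean of each group was subtracted, with both signs within SR-B1, bEnd3 and the CAM, and no number was stated to mark a litter or a day.

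The methods were tested on simulated data with the library sizes and the spread of each experiment and 200 changed genes. For ABCA1, edgeR recovered 82% of genes changed by 1 on the log2 scale, 66% of those changed by 0.6 and 22% of those changed by 0.3, with 11.0% false genes among 163 calls. For SR-B1 it recovered 62%, 38% and 4%, with 16.7% false among 120 calls, and for bEnd3 54%, 22% and 0%, with 14.3% false among 98 calls. DESeq2 made 9.03% false calls for ABCA1, 28.1% for SR-B1 and 32.4% for bEnd3 on these data. A list shifted by 0.3 was found by camera in each experiment, and 0 of the other lists passed. The genes were simulated independently of each other, so this does not show how camera performs where genes of a list vary together. A simulated trend with gene length, with slopes of 0.1 in size on the log2 scale, gave 39 false calls for ABCA1 and 0 after its removal. The slopes of the ABCA1 libraries themselves were smaller, from −0.0201 to 0.0232. The simulated number is therefore no estimate of the false calls that the real trend would give. Counts of reads carry counting error and, since no molecular identifiers were used, the error of amplification, so the precision of a value is given by the spread between libraries. Enrichment of GO terms was left out because the annotations were not at hand, and the imaging and cholesterol measurements of the paper have no deposited data.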

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

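The tests of the barrier genes relative to the endothelial identity genes and of gene length for the secretory genes, and the terms for sex and for the endothelial score, were chosen only after the results were seen.

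The interaction test over the 12 libraries of vascular fragments called 2 genes whose change differs between ABCA1-/- and SR-B1-/- fetuses, Scarb1 (edgeR adjusted p = 7.4e-05, Benjamini-Hochberg) and Abca1 (1.4e-04). These are the genes deleted in each line, each of which fell in all 3 libraries of its own mutant, and the next smallest adjusted p was 1.00. The number of calls was also 2 with each library left out and by edgeR with RLE factors, 10 counts in every library, a threshold of 0.05 and the replicate block, and DESeq2 made 3, these 2 genes and Lrrc17. Of 100 regroupings drawn from 200 possible ones, 19 gave as many calls, the largest other count being 42, so chance cannot be excluded from the count alone. The deletions themselves are the biological difference that the design names, and an effect of the kit or sequencer, which differed between the experiments, on the size of a change was not tested and stays open for other genes.

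A list of 17 genes of the secretory pathway and the unfolded protein response, which the paper does not discuss, had a median log2 fold change of −0.25 in ABCA1-/- fragments, and 17 of 17 genes fell (limma's camera test, Benjamini-Hochberg adjusted p = 4.5e-09). Its genes called by edgeR numbered 14 when adjusted over the list alone and 5 when adjusted over all genes. The list was written with the paper's Table S2 in view, which holds 11 of the 17 genes, so it is not independent of these libraries. Under fry the adjusted p was 0.0777 and under an estimated correlation 0.254, and the scores of all ABCA1-/- libraries lay below those of all ABCA1+/+ libraries (exact permutation test, p = 0.1, the smallest possible). The tables argue against gene length as the whole cause, since the median was −0.24 with the length trend removed and again 17 of 17 genes fell, the median length of the list being 6412 bp. They also argue against fewer endothelial cells as the whole cause, since the median was −0.29 with a term for the endothelial score. Sex was unequal between the genotypes and stays open, since with a term for it the median was −0.31 but rests on 1 ABCA1+/+ library of the sex of the ABCA1-/- libraries. In SR-B1-/- fragments the list also fell (−0.16, 17 of 17 genes), the difference between the mutants had a camera adjusted p of 0.0843, and in bEnd3 cells with CD the median was 0.13 (11 of 17 rose, 0.140). Among 10 splits of the ABCA1 libraries, 3 gave at least as many lists past the threshold as the real one, so chance cannot be excluded. An effect of ABCA1 deletion on these genes stays open as an untested hypothesis, beside litter, which the labels do not give.

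The blood-brain barrier list, which the paper discusses for ABCA1-/- but not for SR-B1-/- fragments, had a median log2 fold change of −0.36 in SR-B1-/- fragments, and 19 of 19 genes fell (camera adjusted p = 1.4e-08, Benjamini-Hochberg). By edgeR 13 genes were called adjusted over the list alone and 0 adjusted over all genes, with 1541 genes at an unadjusted p under 0.05 in the comparison. DESeq2 called 40 genes, among them 1 of this list, Lsr (adjusted p = 0.0425), and edgeR without the filter on low counts called Cldn5 (3.8e-04) and Mfsd2a (0.0387) in SR-B1-/- fragments. Under fry the adjusted p was 0.0800 and under an estimated correlation 0.200, and without the first SR-B1+/+ library the median was −0.25. Scores were 4.80 ± 0.18 (SD, n = 3) in SR-B1+/+ and 4.48 ± 0.10 (SD, n = 3) in SR-B1-/- fragments, with the groups apart (exact permutation test, p = 0.1). The difference between the mutants had a camera adjusted p of 0.0685 over all libraries, and the number of lists that differ, 0 there, was 5 with 10 counts in every library and above 0 in 8 of 12 fits with a library left out, so whether the list changes more in SR-B1-/- than in ABCA1-/- fragments stays open. A candidate explanation is a smaller share of vessel cells in the SR-B1-/- fragments: relative to the endothelial identity genes the barrier list changed by −0.011 (exact permutation test, p = 0.9), and relative to these the promoting list of angiogenesis changed by 0.11 (p = 0.4). With a term for the endothelial score the barrier median was still −0.14, and each of these values rests on 3 libraries of a group. A large p from so few libraries does not show that the lists changed alike. Of the 10 splits of the SR-B1 libraries, 1, the real one, gave as many lists past the threshold, and with 10 splits chance cannot be excluded. A change of barrier genes within endothelial cells cannot be separated from fewer such cells by these data, and stays open with it.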

How the results depend on the processing

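The terms for sex and for the endothelial score, the removal of the gene Rn18s-rs5 and DESeq2 with a library left out were chosen only after the results were seen, and the other alternatives were set in advance.

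Over the alternatives, named genes kept direction and side of the threshold in 284 values for ABCA1, with 83 weaker, 35 stronger and 4 reversed, in 101 for SR-B1, with 9 stronger, in 376 for bEnd3, with 4 weaker, 1 stronger and 4 reversed, and in 72 for the CAM, with 8 stronger. Lists did so in 180 values for ABCA1, with 26 weaker, 5 stronger and 13 reversed, in 178 for SR-B1, with 43 weaker and 3 reversed, and in 86 for bEnd3, with 1 weaker, 5 stronger and 4 reversed. The fall of Abca1 in ABCA1-/- fragments, with a log2 fold change between −1.49 and −1.39, was called without each library in turn. The lists for promoting and restricting angiogenesis and for the barrier passed camera in the ABCA1 and SR-B1 comparisons under every alternative other than fry, an estimated correlation and the endothelial term, and with this term the restricting (−0.077) and barrier lists (−0.14) passed in SR-B1-/- fragments. In bEnd3 cells, the synthesis list stayed between 3.87 and 4.00 without each library in turn and passed under each alternative, and the number of genes called stayed within 1.5 times that reported in each alternative by edgeR and in DESeq2 with all libraries, while DESeq2 gave 4805 without the first and 4784 without the second vehicle library. The correlation between the ABCA1 and the CD effects across genes, 0.0785 over all genes tested in both, was 0.0852 with 10 counts in every library and 0.383 over the 49 genes called in both, where the choice of genes itself differs. Abca1, the deleted gene, was not left out of this correlation.

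The number of genes called in ABCA1-/- fragments was 487 by DESeq2, 568 without the filter on low counts, 10 at a threshold of 0.05, 320 with the replicate block (replicate numbers do not pair the samples), 40 with the length trend removed, 1 with a term for sex and 95 with a term for the endothelial score. With each library left out in turn it ran from 1 (without the second or the third ABCA1+/+ library) to 1216 (without the first ABCA1-/- library), with 30 without the first ABCA1+/+ library and 14 without the third ABCA1-/- library. By DESeq2 with a library left out it ran from 77 (without the first ABCA1+/+ library) to 890 (without the first ABCA1-/- library). Of the 95 genes called with the endothelial term, 87 were higher and 8 lower in ABCA1-/- fragments, and 38 were among the 207. In SR-B1-/- fragments the number was 40 by DESeq2, 175 without the filter and 2 with the endothelial term (Scarb1 and Ttr, the latter named after its value was seen), and from 1 to 7 with a library left out, the highest without the third SR-B1-/- library. By DESeq2 with a library left out it ran there from 4 (without the third SR-B1+/+ or the second SR-B1-/- library) to 124 (without the first SR-B1+/+ library). In the CAM it was 43 by DESeq2 and, by edgeR with a library left out, from 0 to 1, the 1 call being without the first vehicle library. By DESeq2 with a library left out it ran in the CAM from 14 (without the second CD library) to 493 (without the first vehicle library). A term for sex or for the endothelial score, and leaving out a library, take a degree of freedom from 6 libraries, and in the ABCA1 experiment the term for sex rests on the ABCA1+/+ libraries, of which 1 differs in sex from the other 2. In the ABCA1 experiment DESeq2 had fewer genes at an unadjusted p under 0.05 than edgeR, 1625 against 2321. It adjusted over 6515 genes where edgeR adjusted over 17815, and how much of the difference in calls this makes was not tested. For the other changes of these numbers the cause was not tested.

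Under fry and under an estimated correlation, which leave the medians as they are, none of the lists that passed camera in ABCA1-/- fragments passed: promoting −0.19, restricting −0.24, barrier −0.18, endothelial −0.27, mural −0.25, fibroblast −0.32, erythroid −0.47 and secretory −0.25. In SR-B1-/- fragments, cholesterol synthesis (−0.14), promoting (−0.15), restricting (−0.25), barrier (−0.36), NOTCH (−0.091), SREBP2 targets (−0.22), LXR targets (−0.15), endothelial (−0.36), mural (−0.31), neuron (0.15), microglia (0.23), fibroblast (−0.48), erythroid (−1.22) and secretory (−0.16) passed neither test, and skin (0.21) passed fry alone. In bEnd3 cells, promoting (0.21), barrier (0.15), LXR targets (0.057, with a mean of −0.52, and passed as lower) and secretory (0.13) passed under fry and not under camera, and SREBP2 targets (2.23) did not pass under an estimated correlation. These tests take the correlation between genes of a list from 6 libraries, and camera with the preset value does not.

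With a term for sex in ABCA1-/- fragments, the NOTCH list passed camera (−0.092) and the progenitor list reversed (−0.057), and the cause was not tested. With a term for the endothelial score, the lists for promoting (−0.11), restricting (−0.088), barrier (−0.049), endothelial (−0.095) and mural genes (−0.075) no longer passed in ABCA1-/- fragments, the progenitor list did (0.13), and NOTCH (0.16), SREBP2 targets (0.023), neuron (−0.027), microglia (−0.021), fibroblast (0.031), skin (0.30) and erythroid (0.14) reversed. In SR-B1-/- fragments with this term, promoting (−0.081), LXR targets (−0.12) and erythroid (−0.75) no longer passed, and NOTCH (0.054), endothelial (0.019) and mural (0.024) reversed. The term is built from the endothelial list, which voids the test of that list, and for the others the cause was not tested. With the length trend removed, the NOTCH list no longer passed in SR-B1-/- fragments (−0.088), and Flt1 reversed in bEnd3 cells (0.081), as it did with RLE factors (0.0056). Restricting genes to 10 counts in every library gave 5 lists whose change differs between ABCA1-/- and SR-B1-/- fragments, where 0 were reported, and the cause was not tested.

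With each library left out in turn, medians in ABCA1-/- fragments ran from −0.19 to −0.098 for LXR targets, −0.14 to −0.021 for NOTCH, −0.12 to 0.016 for SREBP2 targets, −0.66 to −0.014 for erythroid, −0.44 to −0.15 for fibroblast, 0.023 to 0.17 for microglia, −0.029 to 0.16 for progenitor and −0.18 to 0.0058 for skin genes. The signs changed for SREBP2 targets and skin without the first ABCA1+/+ library and for progenitors without the second or the third ABCA1+/+ or the first ABCA1-/- library. Among genes, Acta2 ran from −0.63 to 0.31 and Sox9 from −0.093 to 0.065. In SR-B1-/- fragments, medians ran from −0.18 to −0.10 for LXR targets, −0.16 to −0.015 for NOTCH, −1.80 to −0.87 for erythroid, 0.11 to 0.35 for microglia, 0.10 to 0.17 for neuron and 0.0043 (without the first SR-B1-/- library) to 0.14 for progenitor genes. The number of lists that differ between the mutants ran from 0 to 7 and was above 0 in 8 of 12 such fits, the highest without the third SR-B1+/+ library. In bEnd3 cells, medians ran from −0.44 to 0.078 for LXR targets, of which the median reversed without the first vehicle library or any CD library, and from 0.12 to 0.20 for secretory genes, and Flt1 ran from −0.17 to 0.15 and Notch1 from −0.54 to 0.025, both reversed without the third CD library. Medians there also ran from 0.024 to 0.11 for restricting, 0.0017 to 0.11 for NOTCH and 0.085 to 0.15 for barrier genes. Fewer libraries lie behind each of these values, and beyond that the cause was not tested.

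Acta2, at 22 to 63 counts in a library of the ABCA1 experiment, had a standard error of 0.402, and Kdr, at 630 counts or more, of 0.0659. Low counts alone do not account for this, since Hmgb1-ps1, at 11 to 56 counts, had a standard error of 0.252. Acta2 also spread widely between ABCA1+/+ libraries, from 1.39 to 4.23 CPM. Removal of the length trend and the tests of lists were not run for the CAM, for want of gene lengths and symbols.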

Differences from the paper's values

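DESeq2 with a library left out was chosen only after the results were seen, and the other alternatives named were set before the data were examined.

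For ABCA1-/- fragments the paper's number of differentially expressed genes is 482, and 207 were called here by edgeR. The values under DESeq2 (487) and without the filter on low counts (568) are within 1.5 times of the paper's, and those by edgeR under RLE factors, 10 counts in every library, a threshold of 0.05, the replicate block, removal of the length trend, both of the latter, and each library left out are not. Of the values by DESeq2 with a library left out, that without the third ABCA1+/+ library (404) is within 1.5 times. The paper's Table S2 holds 386 lower genes and 118 were called lower here, with 386 under DESeq2 and 298 without the filter within 1.5 times, and the other edgeR alternatives not.

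For SR-B1-/- fragments the paper's text gives 25 genes and 1 was called here, and none of the alternatives comes within 1.5 times, DESeq2 giving 40, from 4 to 124 with a library left out, and the test without the filter 175. The paper's Table S3 holds 38 genes where 1 was called here, and DESeq2 is within 1.5 times with all libraries (40), without the first (46) and without the third SR-B1-/- library (54). By direction, the paper's Table S3 holds 3 higher and 35 lower genes where 0 and 1 were called here. DESeq2 gave 11 higher, which is outside, and 29 lower, which is within 1.5 times, and no edgeR alternative is within that of either value.

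For the CAM, the paper's number in its text and in its Table S5 is 43 genes, and 0 were called here by edgeR, with 594 genes at an unadjusted p under 0.05. DESeq2 gave 43, and by edgeR RLE factors, no filter, 10 counts in every library, a threshold of 0.05, the replicate block, the erythroid genes left out and each library left out gave 0 or 1. By DESeq2 with a library left out the number was between 14 and 493, and only that without the third vehicle library (53) is within 1.5 times of the paper's.

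The paper's Tables S3, S4 and S5 give fold changes with the control over the mutant or CD. Against the values here, 38 of 38, 5175 of 5179 and 43 of 43 matched genes had the opposite sign, and with the sign reversed 100%, 99.88% and 100% lay within 0.05 of those by DESeq2, so directions were compared on the reversed scale.

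The paper names Cldn5 among the genes lower in ABCA1-/- fragments, and it was lower here by a log2 fold change of −0.28 without being called (edgeR adjusted p = 0.164, Benjamini-Hochberg). It was called without the filter on low counts (0.0435) and without the first ABCA1-/- library (0.0850), with a library left out its log2 fold change ran from −0.35 to −0.15 (without the first ABCA1+/+ library) and its adjusted p up to 0.552, and its adjusted p by DESeq2 was 0.108. Sqle, Flt1 and Wnt7a, which the paper gives as lower, were lower and not called by edgeR, and DESeq2 called each of them. The paper states that genes which restrict angiogenesis fell in bEnd3 cells with CD, and in the list tested 11 of 22 fell and 11 rose, with 5 called lower and 8 higher. Among these, Timp3 (−2.12) and Tgfbr2 (−0.90) fell and Thbs1 (1.25) and Dll4 (1.27) rose. The paper describes the changes of synthesis genes in SR-B1-/- fragments as inconsistent, and of the 19 genes labelled in its Figure 7D 15 fell and 4 rose, with 0 called by edgeR or by DESeq2 and a median of −0.14 over the list of 20 enzymes, of which 16 fell (camera adjusted p = 7.0e-05, Benjamini-Hochberg). That list did not pass under fry or an estimated correlation.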

Other observations

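The tests of gene length for the correlation of ABCA1 and SR-B1 effects and for the genes called with and without it, of fewer vessel cells of every kind and of DESeq2 calls near Abca1, the term for sex and leaving out Rn18s-rs5 were chosen only after the results were seen.

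The genes called in ABCA1-/- fragments changed in the same direction in SR-B1-/- fragments: for 204 genes, Abca1 left out, Spearman's rho was 0.710 and Pearson's r 0.716, and 93.6% had the same sign (79 of 89 risen and 112 of 115 fallen genes, with medians of 0.12 and −0.21 in SR-B1-/-). Over all 17230 genes tested in both, rho was 0.363. Genes are not independent replicates, and of 10 splits of the SR-B1 libraries 2 gave a rho as far from 0, so chance cannot be excluded. The data argue against gene length as the whole cause, since with the length trend removed rho was 0.69 and 88.2% of genes had the same sign. Shared composition of the fragments and an effect common to both deletions stay open.

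Genes of angiogenesis were lower in ABCA1-/- fragments, in the promoting and in the restricting list. A lower share of endothelial cells alone is argued against by the mural cell genes, which fell relative to the neuron genes by a log2 difference of −0.32 (exact permutation test, p = 0.1, the smallest possible), where a lower share of 1 cell type would raise all others alike. Fewer cells of vessels of every kind beside neural cells is a candidate explanation, since the promoting list changed by 0.030 (p = 0.8) in ABCA1-/- and by 0.11 (p = 0.4) in SR-B1-/- fragments relative to the endothelial identity genes, in exact permutation tests. Between libraries of one genotype, the lists moved with the endothelial score over 12 libraries centred on their genotype's mean, in 6 relations tested by permutation within genotype. Pearson's r was 0.892 for the promoting list (p = 0.0164, adjusted p = 0.0246 by Benjamini-Hochberg), 0.918 for the restricting list (0.00320 and 0.0175), 0.926 for the barrier list (0.00585 and 0.0175) and 0.872 for the mural list (0.0145 and 0.0246), and Spearman's rho 0.755, 0.923, 0.727 and 0.671 (adjusted p = 0.0901, 0.0344, 0.0901 and 0.0940). Without the first and the third SR-B1+/+ libraries, which lie farthest from the median, r was 0.677, 0.914, 0.797 and 0.669. Within the ABCA1 libraries r was 0.566, 0.934, 0.725 and 0.512, and within the SR-B1 libraries 0.992, 0.969, 0.953 and 0.959. For the synthesis list r was −0.447 (adjusted p = 0.159) and for the secretory list −0.635 (0.169). None of the 17 endothelial identity genes is in the paper's Table S2 or in another list. Lower expression per cell in each kind of vessel cell, which the design would name as an effect of the deletion, cannot be excluded and was not tested.

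Log2 fold changes in ABCA1-/- fragments fell with gene length, with a Spearman correlation of −0.147, against −0.0367 in SR-B1-/- fragments and −0.133 in bEnd3 cells. Genes called higher had a median exonic length of 880 bp, those called lower 6715 bp and those tested 5489 bp, and 67 of 89 risen genes were processed pseudogenes or genes of ribosomal proteins, against 1 of 118 fallen and 1164 of 17815 tested genes. With the length trend removed, 40 genes were called where 207 were before, and with the replicate block 279 where 320 were before, so a bias with length or RNA quality may lie behind part of the calls. It is argued against as the whole cause by the 39 genes called both with and without the trend. Reads shared between the pseudogenes and their parent genes were not tested, and a difference of RNA quality cannot be told from the counts. The third CD library of the bEnd3 experiment deviated most in its trend with length (−0.337) and had the highest mitochondrial share.

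Sex was unequal between the genotypes in the ABCA1 experiment and equal in the SR-B1 experiment, with 2 of 3 libraries of each genotype higher in Xist. With a term for sex, 1 gene, Abca1, was called in ABCA1-/- fragments, and the promoting (median log2 fold change −0.23), restricting (−0.28), barrier (−0.23) and secretory lists (−0.31) were lower and passed camera. With the term, the genotype effect rests on 1 ABCA1+/+ library of the sex of the ABCA1-/- libraries, so sex stays open for the lists and for the genes other than Abca1. Leaving out Rn18s-rs5 left 204 calls, all among the 207.

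Genes linked to a deleted locus can differ by strain. Within 10 Mb of Abca1, 1 of 139 other genes was called where 1.61 were expected (Fisher's exact test, one-sided, p = 0.803), and by DESeq2 6 of 139, where 3.79 were expected (the same test, p = 0.180). This argues against linked genes as the main source of the calls, and linkage stays open for single genes such as Tgfbr1, which lies in this window and was called by DESeq2. Within 10 Mb of Scarb1, 2 of 281 genes were called by DESeq2 where 0.500 were expected (Fisher's exact test, one-sided, p = 0.0891), too few to decide.

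In SR-B1-/- fragments the keratin genes Krt14 (0.72), Krt15 (0.83) and Krt17 (0.85) had higher values, called by DESeq2 and not by edgeR (adjusted p between 0.530 and 0.627, Benjamini-Hochberg), at 2.09 to 12.2 CPM. The skin list had a median of 0.21 (8 of 11 rose, camera adjusted p = 8.2e-04). For skin carried over in dissection the other 8 genes of the list decide little, since they moved both ways, from −0.88 (Dsc3) to 0.61 (Krt5). Their median was 0.094, with 5 of 8 higher and an exact permutation p of 0.9 for their score. Skin carried over therefore cannot be told apart from a change within the fragments. Hemoglobin genes took 0.398% to 0.957% of the counts in SR-B1-/- and 1.18% to 1.91% in SR-B1+/+ libraries, and the erythroid list had a median of −1.22 (6 of 8 fell, 2.3e-04). In ABCA1-/- fragments the erythroid median was −0.47 (10 of 10 fell, 0.0282), and −0.014 without the first ABCA1+/+ library, and the skin median was −0.14 (4 of 6 fell, 0.902). For the remaining lists in SR-B1-/- fragments, medians were −0.36 for endothelial, −0.31 for mural and −0.48 for fibroblast genes, 0.15 for neuron (0.00455), 0.10 for progenitor (0.285) and 0.23 for microglia genes (0.00153), −0.22 for SREBP2 (0.00136) and −0.15 for LXR targets (0.00889). Without the first SR-B1+/+ library the endothelial median was −0.14 and the mural median −0.11. In bEnd3 cells the barrier list had a median of 0.15 (9 of 14 rose, 0.264) and the LXR targets 0.057 with a mean of −0.52 (4 of 7 rose, 0.574).

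In CD-treated CAMs, 8 genes of the red cell lineage with a name in Table S5 rose by log2 fold changes between 0.99 and 1.20, and all 8 are among the 43 genes called by DESeq2. Their mean log2 CPM was higher by 1.02 with CD (exact permutation test, p = 0.1, the smallest possible), and hemoglobin genes took 1.53% to 1.78% of the counts in vehicle and 2.20% to 4.81% in CD libraries. Table S5 lists genes that the paper called in these same libraries. The calls of the 8 genes and the separation of their groups are therefore not independent evidence. More blood in the membranes and higher expression in red cells cannot be told apart, since both raise these genes together and the names of genes of other blood cells were not at hand.

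For 3 samples against 3, 10 splits exist, so none of the following counts of splits excludes chance, and each includes the real split. In the ABCA1 comparison, 1 split gave as many calls, 1 a synthesis, 1 a promoting and 1 a restricting median as far from 0, and 3 as many lists past the threshold. In the SR-B1 comparison these numbers were 4, 1, 1, 1 and 1, and in bEnd3 cells 1, 1, 4, 6 and 4. In the CAM, where 0 genes were called, all 10 gave as many.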
